# Anaerobic Degradation of Syringic Acid by an Adapted Strain of Rhodopseudomonas palustris

**DOI:** 10.1128/AEM.01888-19

**Published:** 2020-01-21

**Authors:** J. Zachary Oshlag, Yanjun Ma, Kaitlin Morse, Brian T. Burger, Rachelle A. Lemke, Steven D. Karlen, Kevin S. Myers, Timothy J. Donohue, Daniel R. Noguera

**Keywords:** *Rhodopseudomonas*, anaerobic aromatic degradation, aromatic compounds, biodegradation, lignin, photoheterotrophic, syringic acid, vanillic acid

## Abstract

While lignin represents a major fraction of the carbon in plant biomass, biological strategies to convert the components of this heterogeneous polymer into products of industrial and biotechnological value are lacking. Syringic acid (3,5-dimethoxy-4-hydroxybenzoic acid) is a by-product of lignin degradation, appearing in lignocellulosic hydrolysates, deconstructed lignin streams, and other agricultural products. Rhodopseudomonas palustris CGA009 is a known degrader of phenolic compounds under photoheterotrophic conditions via the benzoyl coenzyme A (CoA) degradation (BAD) pathway. However, R. palustris CGA009 is reported to be unable to metabolize *meta*-methoxylated phenolics, such as syringic acid. We isolated a strain of R. palustris (strain SA008.1.07), adapted from CGA009, which can grow on syringic acid under photoheterotrophic conditions, utilizing it as a sole source of organic carbon and reducing power. An SA008.1.07 mutant with an inactive benzoyl-CoA reductase structural gene was able to grow on syringic acid, demonstrating that the metabolism of this aromatic compound is not through the BAD pathway. Comparative gene expression analyses of SA008.1.07 implicated the involvement of products of the *vanARB* operon (*rpa3619*, *rpa3620*, *rpa3621*), which has been described as catalyzing aerobic aromatic ring demethylation in other bacteria, in anaerobic syringic acid degradation. In addition, experiments with a *vanARB* deletion mutant demonstrated the involvement of the *vanARB* operon in anaerobic syringic acid degradation. These observations provide new insights into the anaerobic degradation of *meta*-methoxylated and other aromatics by R. palustris.

**IMPORTANCE** Lignin is the most abundant aromatic polymer on Earth and a resource that could eventually substitute for fossil fuels as a source of aromatic compounds for industrial and biotechnological applications. Engineering microorganisms for the production of aromatic-based biochemicals requires detailed knowledge of the metabolic pathways for the degradation of aromatics that are present in lignin. Our isolation and analysis of a Rhodopseudomonas palustris strain capable of syringic acid degradation reveal a previously unknown metabolic route for aromatic degradation in R. palustris. This study highlights several key features of this pathway and sets the stage for a more complete understanding of the microbial metabolic repertoire required to metabolize aromatic compounds from lignin and other renewable sources.

## Abstract (precis)

Lignin is the most abundant aromatic polymer on Earth and a resource that could eventually substitute for fossil fuels as a source of aromatic compounds for industrial and biotechnological applications. Engineering microorganisms for the production of aromatic-based biochemicals requires detailed knowledge of the metabolic pathways for the degradation of aromatics that are present in lignin. Our isolation and analysis of a Rhodopseudomonas palustris strain capable of syringic acid degradation reveal a previously unknown metabolic route for aromatic degradation in R. palustris. This study highlights several key features of this pathway and sets the stage for a more complete understanding of the microbial metabolic repertoire required to metabolize aromatic compounds from lignin and other renewable sources.

## INTRODUCTION

As one of the major biopolymers present in plant tissues, lignin has the potential to serve as a renewable source of carbon for the biomass-based production of compounds that are currently derived from petroleum. Unfortunately, the ability to derive chemicals of commercial, chemical, or medicinal value from lignin is limited by a lack of the information needed to improve the biological conversion of the aromatics in lignin into valuable products. We are interested in improving our understanding of how bacteria metabolize the aromatic building blocks in lignin and using this information to develop strategies that allow the conversion of this major component of plant cell walls into valuable products.

Syringic acid and other *meta*-methoxy-substituted phenolic compounds are plant-derived aromatics that present both a hindrance and a potential source of value to the chemical, fuel, and biotechnology industries (1–3). Originating from the guaiacyl (coniferyl alcohol) and syringyl (sinapyl alcohol) phenylpropanoids that are polymerized into lignin during secondary cell wall formation (1), *meta*-methoxylated aromatics are frequently present in products generated from deconstructed biomass (4). While present at low concentrations in sugar-rich lignocellulosic hydrolysates, these methoxylated aromatics can nonetheless induce stress responses (2, 5) and cause toxicity (6, 7) in non-aromatic-degrading microbes, leading to decreases in both microbial growth and biofuel yield during fermentation (8, 9). Further, these phenolics are present at much higher concentrations in solubilized lignin streams produced with emerging technologies (10–13). Incorporation of *meta*-methoxylated aromatics into the metabolism of an appropriate, genetically tractable microorganism could provide a promising and efficient route for monolignol valorization through the identification and optimization of the biochemical pathways involved.

To expand the ability of microbes to metabolize syringic acid and related plant-derived aromatic compounds, we are studying Rhodopseudomonas palustris, a metabolically versatile, well-characterized, and genetically tractable purple nonsulfur alphaproteobacterium (14–16) that has a proven and well-understood ability to utilize aromatic monomers (17, 18). Under anaerobic conditions, R. palustris uses the benzoyl coenzyme A (CoA) degradation (BAD) pathway to cleave the aromatic ring of monoaromatic compounds after activation of the molecule via coenzyme A ligation (19). The diversity of aromatic compounds that R. palustris can degrade depends on the existence of accessory pathways that transform aromatic monomers to the common BAD pathway intermediates benzoyl-CoA or 4-hydroxybenzoyl-CoA (20, 21). In addition, previous studies have shown that the growth of R. palustris in lignocellulosic hydrolysates that contain a mixture of plant-derived organic compounds allows for the degradation of aromatic monomers that do not support growth when supplied as the sole carbon source in defined medium (21).

Here we describe studies aimed at understanding the metabolism of syringic acid by an adapted R. palustris strain. By supplying syringic acid to a series of successive cultures, we isolated a strain of R. palustris capable of utilizing this *meta*-methoxylated aromatic as the sole source of organic carbon. We analyzed the degradation of syringic acid by this adapted isolate, R. palustris SA008.1.07, in defined laboratory medium to provide insight into the mechanisms involved in the degradation of this aromatic monomer.

## RESULTS AND DISCUSSION

### Isolation of a syringic acid-degrading R. palustris strain.

R. palustris CGA009 is reported to be unable to grow photoheterotrophically with syringic acid as the sole organic carbon source (14). To explore the potential for R. palustris to evolve the capacity to degrade syringic acid, we established a series of anaerobic cultures in which CGA009 was provided with a combination of syringic acid, benzoic acid, and 4-hydroxybenzoic acid (4-HBA), with the last two being established growth substrates for this strain (22, 23). Cultures were kept under illumination and anaerobic conditions for at least 1 week after growth had reached stationary phase. At the conclusion of each growth phase, extracellular samples from each culture were assayed for the presence of aromatic acids. Cultures showing some decrease in the extracellular syringic acid concentration were used as an inoculum for new cultures containing an equal or higher proportion of syringic acid in the medium (Fig. 1). This process was iterated five times with increases in the proportion of syringic acid in the medium until cells were growing on medium in which syringic acid represented 80% of the organic carbon added (measured as chemical oxygen demand [COD]). The highest-performing culture at this stage, as determined by total syringic acid consumption from the medium (culture 5.14 in Fig. 1), was plated photoheterotrophically onto solid medium containing this compound as the sole source of organic carbon, and 14 colonies were picked after 2 weeks of incubation. The isolated colonies were then used to inoculate separate liquid photoheterotrophic cultures containing syringic acid as the sole source of organic carbon, and the highest performing of these cultures were incubated in a second round of liquid photoheterotrophic growth on medium containing syringic acid as the sole organic carbon source. From a second anaerobic plating (from culture 7.07 in Fig. 1), 12 colonies were obtained. To further test that these cells acquired the ability to grow solely on syringic acid, cells in isolated colonies were first grown photoheterotrophically on succinate and then subcultured to a medium containing syringic acid as the sole photoheterotrophic carbon source. The isolate that degraded the most syringic acid under photoheterotrophic conditions (Fig. 2), hereafter referred to as strain SA008.1.07, was selected for further testing.

**FIG 1:**
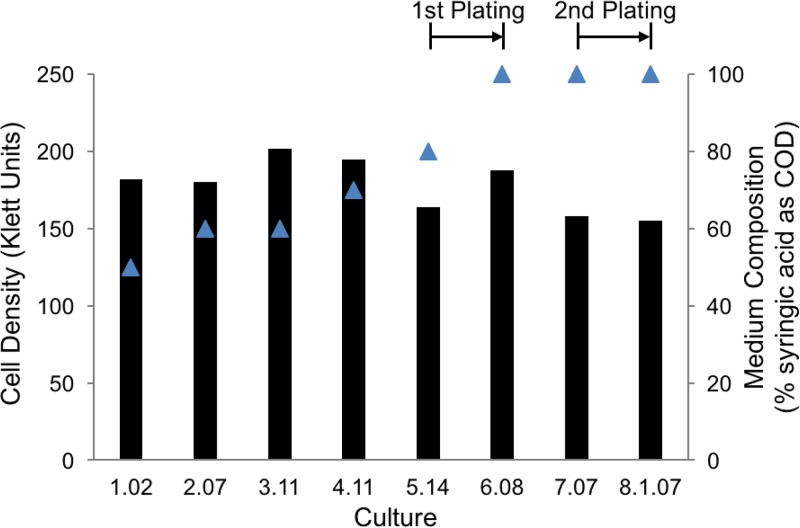
Final cell density (bars; Klett units) and percentage of syringic acid in the culture medium (blue triangles) during sequential anaerobic incubations. Culture 1.02 was started from a colony of R. palustris CGA009 that did not exhibit significant metabolism or growth on syringic acid as a sole carbon source. Each culture was seeded from a subculture of the prior one, except in the two instances indicated as 1st plating and 2nd plating in the figure. Cells were plated and single colonies were selected for isolation prior to the inoculation of cultures 6.08 and 8.1.07. The initial COD of the medium, used as a measurement of bioavailable organic carbon, was maintained at 1 g COD/liter in all cultures by decreasing the proportion of benzoic acid and 4-HBA upon increases in the syringic acid concentration. All cultures were grown anaerobically at 30°C in sealed glass tubes under constant illumination.

**FIG 2:**
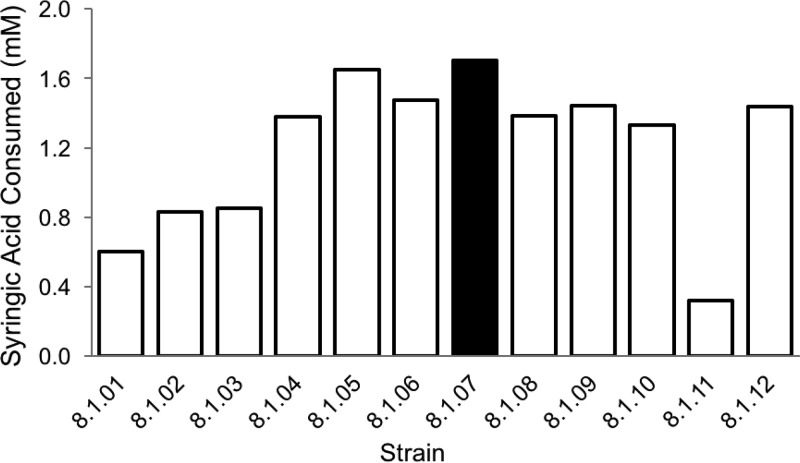
Syringic acid consumption by 12 strains isolated from culture 7.07 (Fig. 1). Strain SA008.1.07 had the highest syringic acid transformation and was selected for further study. The initial concentration of syringic acid in these cultures was 3.47 mM.

### Identification of DMBQ as a compound that accumulates extracellularly during growth on syringic acid by SA008.1.07.

We found that when SA008.1.07 used syringic acid as a sole source of organic carbon under anaerobic, photoheterotrophic conditions (Fig. 3), an orange-yellow tint appeared during early stages of culture growth. However, as growth progressed, the color of the culture became dark and distinguishable from the deep-red color of the accumulating biomass.

**FIG 3:**
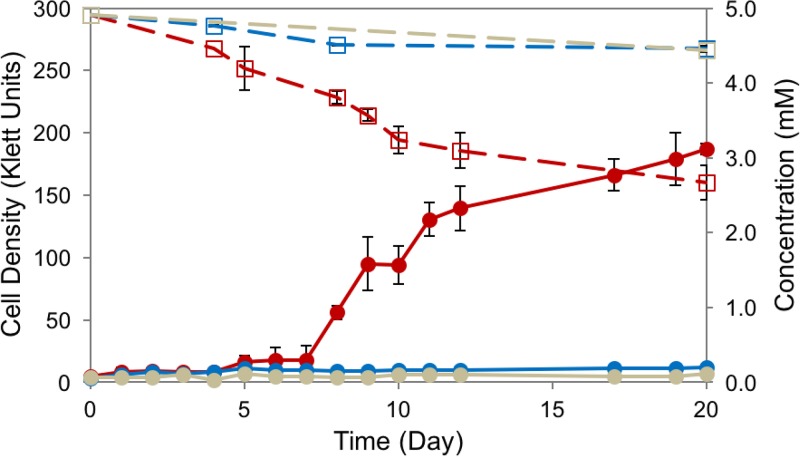
Anaerobic growth of R. palustris SA008.1.07 (red) on 5 mM syringic acid compared to that of parent strain CGA009 (blue) and a light-exposed abiotic control (gray). Solid lines show growth (in Klett units) (●), and dashed lines track the concentrations of syringic acid (□). SA008.1.07 consumed approximately half of the syringic acid initially present in the medium, while CGA009 did not grow on syringic acid. Error bars represent standard deviations from experiments performed in triplicate.

High-performance liquid chromatography (HPLC) analysis of the medium before and after the growth of SA008.1.07 revealed the accumulation of a light-absorbing unknown product that eluted at 8.4 min (Fig. 4A). By analyzing standards of aromatics that are known or potential syringic acid degradation by-products (3-*O*-methyl gallic acid, gallic acid, vanillic acid, protocatechuic acid) by HPLC, we determined that none of these compounds were found at detectable levels in supernatants from SA008.1.07 cultures. A liquid chromatography-tandem mass spectrometry (LC-MS/MS) examination of the extracellular unknown indicated an *m/z* ratio of 169.05 (Fig. 4B). For further analysis of this unknown, an extractive procedure was performed on the medium, partitioning the compounds into ethyl acetate (EtOAc) or dichloromethane (DCM) (see Materials and Methods), and both fractions were analyzed by nuclear magnetic resonance (NMR). Syringic acid was identified as the major product in the ^1^H NMR of the DCM extract, based both on its spectrum and on a comparison to that of a commercially purchased standard (Fig. 4E). The ^1^H NMR of the EtOAc extract (Fig. 4E) contained two major peaks, indicative of methoxy groups and hydrogen atoms on an aromatic ring. Neither of these signals were split, indicating a lack of coupling to adjacent hydrogen atoms in the compound. The predicted molecular weight of the unknown (∼168.05 g/mol, based on the positive ionization mass spectrometry [MS] spectrum) and the ^1^H NMR pattern suggested that 3,5-dimethoxy-1,4-benzoquinone (DMBQ) was the compound that accumulated during growth on syringic acid. Indeed, NMR (Fig. 4E) and MS analysis (Fig. 4D) of a commercial DMBQ standard, which also has an orange-yellow tint (CAS number 530-55-2), showed that it was indistinguishable from the extracellular product that accumulates when SA008.1.07 is grown on syringic acid.

**FIG 4:**
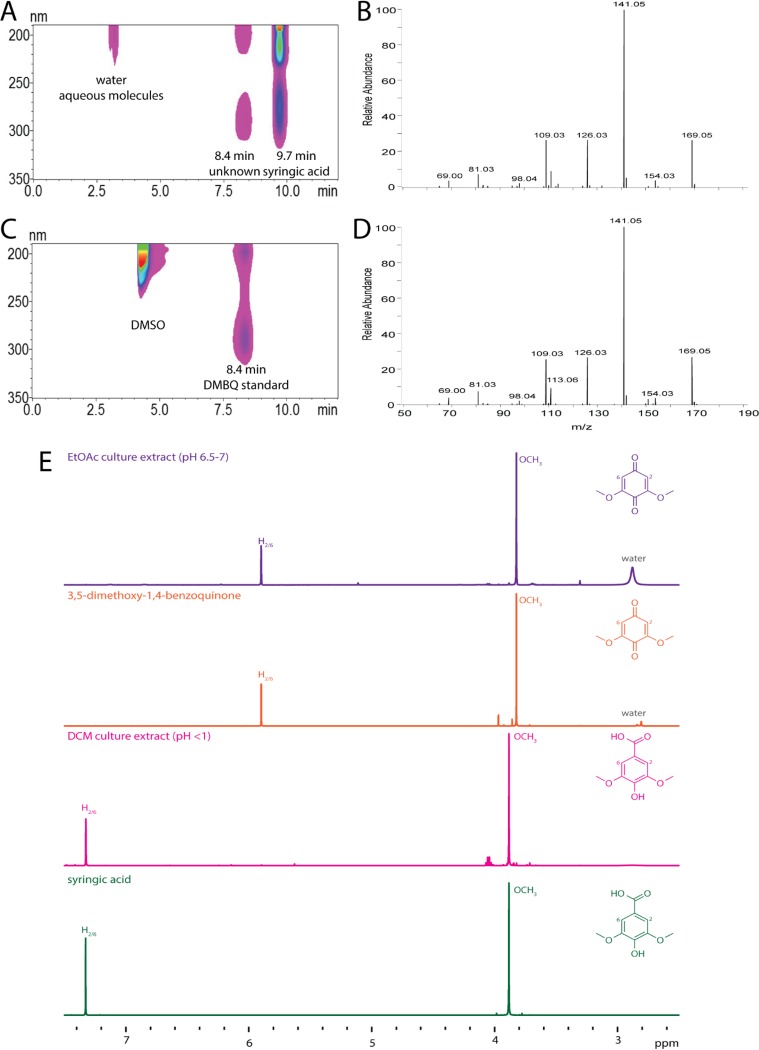
Identification of DMBQ as a soluble extracellular product of SA008.1.07 grown on syringic acid cultures. (A) HPLC contour view of PM-syringic acid medium after SA008.1.07 growth, showing peaks at 8.4 and 9.7 min, with the latter peak corresponding to syringic acid. (B) An LC-MS/MS trace of the compound isolated from the peak collected at 8.4 min suggests an *m/z* ratio of 169.04 g/mol (molecular weight, ∼168 g/mol). (C) HPLC contour view of the DMBQ standard, showing that the retention time matches that of the unknown peak in panel A. The peak at 4 min is DMSO. (D) LC-MS/MS trace of commercially purchased DMBQ, showing a match to the MS spectrum of the unknown peak in panel B. (E) NMR trace of EtOAc-extracted culture medium, an authentic DMBQ standard, DCM-extracted culture medium, and an authentic syringic acid standard.

### DMBQ inhibits the growth of R. palustris SA008.1.07.

Since syringic acid was not totally degraded in the SA008.1.07 cultures (Fig. 3), we investigated whether the presence of DMBQ affected syringic acid metabolism by this strain. In one test of this hypothesis, we analyzed the photoheterotrophic growth of SA008.1.07 in cultures containing 3 mM syringic acid and various concentrations of DMBQ (Fig. 5). When the initial DMBQ concentration was 0.15 mM or above, we observed complete inhibition of growth (as scored by cell density) and of syringic acid degradation (Fig. 5). In experiments with initial DMBQ concentrations of less than 0.15 mM, growth and syringic acid degradation occurred, and extracellular DMBQ concentrations increased to about 0.19 mM. Thus, the results of this experiment suggested that, over the range of concentrations tested, DMBQ had an inhibitory effect on syringic acid degradation and cell growth. The inhibitory effect increased as the DMBQ concentration increased, suggesting that the buildup of DMBQ in medium containing syringic acid can prevent its total degradation by SA008.1.07. To test this hypothesis, we added 0.3 mM DMBQ (a concentration that approximates the amount found in stationary-phase syringic acid-grown cultures) to an SA008.1.07 culture when growth on syringic acid was detected (see Fig. S1 in the supplemental material). We found that the addition of 0.3 mM DMBQ arrested growth and blocked further syringic acid degradation in this culture compared to the findings for a control not receiving any added DMBQ.

**FIG 5:**
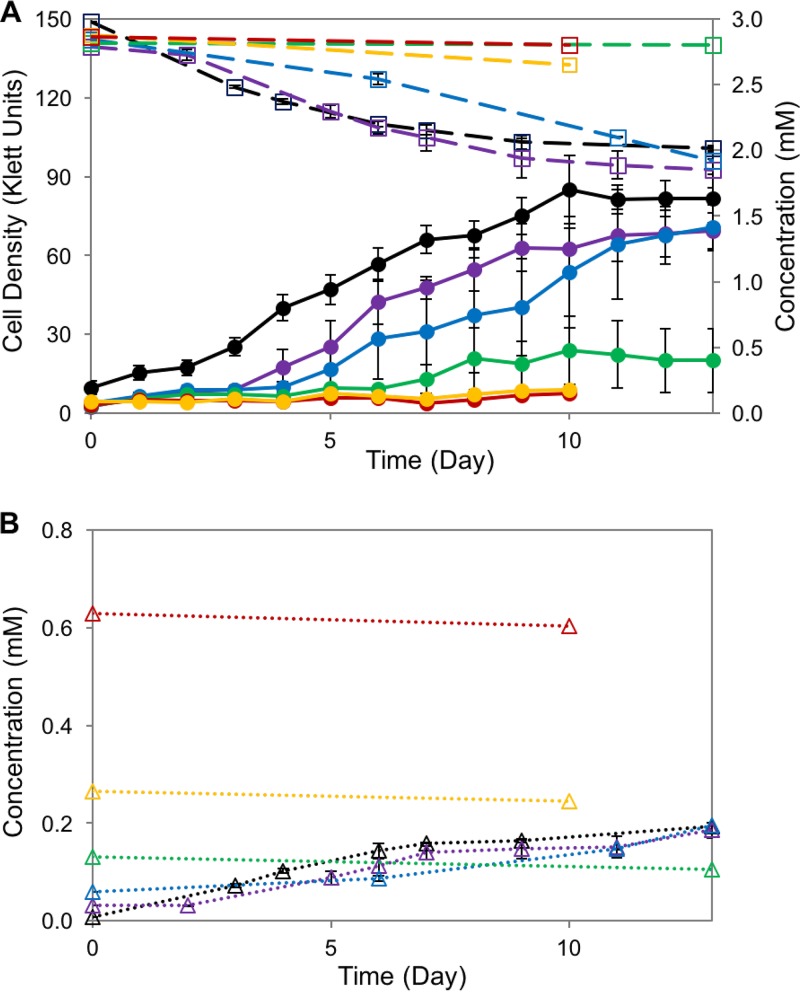
Effect of DMBQ on syringic acid degradation by SA008.1.07. The cultures received 3 mM syringic acid and various starting concentrations of DMBQ (black, 0 mM; violet, 0.03 mM; blue, 0.06 mM; green, 0.15 mM; yellow, 0.3 mM; red, 0.6 mM). (A) Solid lines show the cell density (in Klett units) (●); dashed lines show the syringic acid concentration (□). (B) DMBQ concentrations. As the initial concentration of DMBQ increased, cell growth and syringic acid degradation decreased. Cultures with DMBQ concentrations of 0.15 mM or greater showed no growth.

To test whether the negative impact of DMBQ on growth was seen in cells grown in the presence of other aromatic substrates, we tested its effects on photoheterotrophic cultures grown on equimolar amounts of benzoic acid and 4-HBA. In this case, we found that addition of 0.3 mM DMBQ to growing SA008.1.07 cultures reduced the rates of growth and of aromatic degradation compared to those for a control not receiving DMBQ (Fig. S2). However, the extracellular DMBQ concentrations decreased in these cultures, suggesting a low rate of DMBQ degradation that was not evident in experiments with syringic acid. To test the effect of DMBQ on cells growing on a nonaromatic substrate, SA008.1.07 was grown on succinate with various concentrations of DMBQ (Fig. S3). In this case, a lag phase was observed when DMBQ concentrations were 0.06 and 0.3 mM, and complete growth inhibition was observed at 0.6 mM. There was also the apparent degradation of DMBQ in these cultures (Fig. S3). These results indicate that the inhibitory effect of DMBQ on growth or substrate utilization is not specific to cells that are using syringic acid as a sole organic carbon source. However, the inhibitory effect of exogenous DMBQ was more pronounced in cultures growing on aromatic substrates than in those growing on succinate as an organic carbon source. Furthermore, the evidence obtained with these experiments is not sufficient to determine whether DMBQ is in the syringic acid degradation pathway. For instance, a benzoquinone has been described to be a toxic intermediate in the degradation pathway of pentachlorophenol by Sphingobium chlorophenolicum (24). The decrease in the DMBQ concentration observed in experiments with 4-HBA and succinate could be a result of DMBQ either being slowly degraded or reacting with cellular components, as described for tetrachlorobenzoquinone in S. chlorophenolicum (24).

### Syringic acid degradation by R. palustris SA008.1.07 does not require the BAD pathway.

To date, the only known route for photoheterotrophic degradation of aromatic compounds in R. palustris is through the BAD pathway (19) (Fig. S4). To examine the role of the BAD pathway in syringic acid degradation by SA008.1.07, we created SAΔbadE, a mutant of this adapted strain lacking the benzoyl-CoA reductase gene. This deletion is sufficient to block the anaerobic degradation of all tested aromatic substrates in wild-type strain R. palustris CGA009 (19). We found that the SAΔbadE mutant strain lacks the ability to consume benzoic acid or 4-HBA, as expected (Table 1). However, we also found that SAΔbadE grows on syringic acid, exhibiting a behavior similar to that of the parent strain, SA008.1.07 (Fig. 6). We also examined the role of the peripheral HBA pathway, responsible for the conversion of 4-HBA into benzoyl-CoA (Fig. S4), in the growth of strain SA008.1.07 on syringic acid. To do this, we created SAΔhbaB, a mutant of SA008.1.07 which lacks the 4-hydroxybenzoyl-CoA reductase gene, which is known to be required for 4-HBA metabolism in R. palustris CGA009 (25). As expected, we found that the SAΔhbaB mutant lacks the ability to degrade 4-HBA, yet it can degrade benzoic acid (Table 1). As with the SAΔbadE mutant, we found that SAΔhbaB maintained the ability to grow on and degrade syringic acid (Fig. 6).

**TABLE 1:** Endpoint analysis of R. palustris SA008.1.07 *bad* and *hba* mutants grown in PM medium containing benzoic acid and 4-HBA^*a*^

Culture	Benzoic acid concn (mM)	4-HBA concn (mM)	Final cell density (Klett units)
SA008.1.07	ND	ND	172
SAΔbadE	1.36	1.45	18
SAΔhbaB	ND	1.43	81

a The PM medium contained benzoic acid at 1.41 mM and 4-HBA at 1.63 mM. ND, not detected.

**FIG 6:**
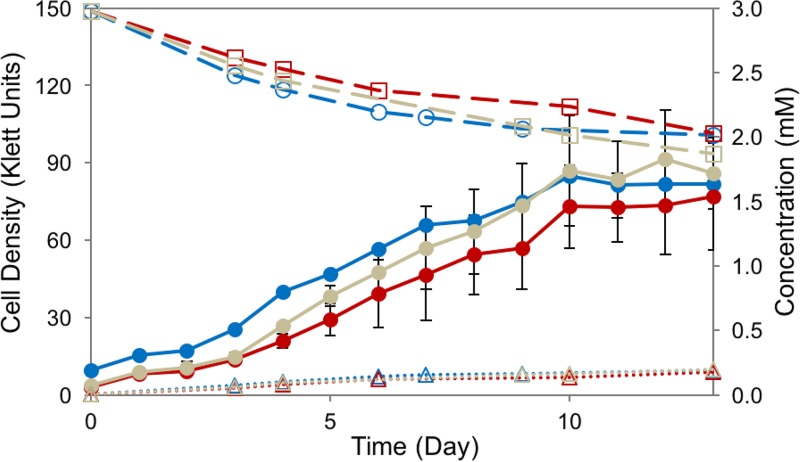
Photoheterotrophic degradation of syringic acid by R. palustris strains SA008.1.07 (blue), SAΔbadE (red), and SAΔhbaB (gray). Solid lines show the cell density (in Klett units) (●), dashed lines show the concentrations of syringic acid (□), and dotted lines show the DMBQ concentrations (Δ).

From these experiments, we conclude that neither the peripheral HBA pathway nor the BAD pathway is required for the degradation of syringic acid by R. palustris SA008.1.07. This was a surprising result because the BAD pathway is the only known route for anaerobic aromatic metabolism in R. palustris (16, 19).

### Growth on syringic acid does not induce expression of BAD pathways in R. palustris SA008.1.07.

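Transcripts were measured in 9 photoheterotrophic cultures of SA008.1.07, 3 each on succinate, 4-HBA and syringic acid, harvested in mid-log phase at 30°C. The carbon source was 10 mM succinate or 3 to 3.5 mM of an aromatic acid. The paper states that the cultures were bubbled with 95% N_2_ and 5% CO_2_, whereas the labels deposited with the samples name 95% H_2_ in place of nitrogen. The succinate libraries were sequenced at the Joint Genome Institute with 151-bp reads, and the 4-HBA and syringic acid libraries at the University of Wisconsin-Madison with 100-bp reads. Sequencing center and carbon source therefore cannot be told apart in a comparison with succinate, while syringic acid against 4-HBA is free of this difference. The authors deposited 1 value for each of 4874 genes in each library under the heading RPKM. The values were whole multiples of a single step in each library, within 0.1 of that step, so they are read counts divided by 1 factor per library, not adjusted for gene length, and are called normalized units here. The libraries held 4573766 to 8003268 reads assigned to genes. Each pair of groups was compared with limma on log2 values, two-sided, at an adjusted p under 0.05. On 4-HBA, 1024 of 4802 genes tested were higher than on succinate and 799 were lower. On syringic acid, 365 of 4852 genes were higher than on succinate and 325 were lower, and against 4-HBA 877 of 4832 genes were higher and 1117 lower. Which side was larger depends on the test, since DESeq2 called 1036 higher and 1123 lower on 4-HBA than on succinate, and 1219 higher and 1061 lower on syringic acid than on 4-HBA. For syringic acid against succinate it turned to 556 higher and 638 lower with all 9 libraries in 1 fit. These counts also depend on the libraries in the fit, and fewer libraries give a test with less power. For syringic acid against succinate they were 207 higher and 111 lower without syringic acid replicate 2, 255 and 215 without syringic acid replicate 3, 219 and 145 without succinate replicate 2, and 207 and 136 without succinate replicate 3. For 4-HBA against succinate they were 647 and 465 without 4-HBA replicate 1, 703 and 505 without replicate 2 and 706 and 544 without replicate 3. Without succinate replicate 1 the counts rose, to 1332 and 1007 for 4-HBA and to 445 and 411 for syringic acid, each against succinate. The groups of libraries did not overlap for 54.1%, 35.5% and 55.4% of the genes tested in these comparisons, against 10% by chance.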

We used RNA sequencing (RNA-seq) to compare the global changes in transcript levels in cultures of SA008.1.07 anaerobically grown on syringic acid, 4-HBA, and succinate (Tables 2 and 3). 

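On 4-HBA, transcripts of the ligase gene *hbaA* and of 2 of the reductase genes that lead from 4-HBA to benzoyl-CoA showed the 3 largest rises with limma. *hbaA* (RPA0669), which encodes the 4-HBA-CoA ligase, had 72020 ± 10240 normalized units (SD, n = 3 cultures) on 4-HBA and 71.2 ± 26.2 on succinate. This is a log2 fold change of 10.01 (standard error 0.29, adjusted p = 1.09e-06 from limma). The reductase genes *hbaC* (RPA0671) and *hbaB* (RPA0670) followed with log2 fold changes of 8.40 and 8.39, while *hbaD* (RPA0672), of the same reductase, rose less than several BAD genes. *badI* (RPA0653), which encodes a ring-opening hydrolase, had a log2 fold change of 7.95 (standard error 0.36, adjusted p = 8.31e-06). All 15 genes from RPA0650 to RPA0664 and all 9 genes from RPA0665 to RPA0673 rose, over all genes tested and when adjusted over the list alone, and *badM* (RPA0663) rose the least, by a log2 fold change of 3.07. As sets against all other genes, these lists had adjusted p = 2.71e-14 and 4.31e-11 from camera. With an estimated correlation the adjusted p was 0.504 for both. That version of camera called 0 of 24 lists in each comparison, even these lists, in which every gene rose. Its values here and below therefore cannot decide for or against a list. The 5 *pim* genes (RPA3713 to RPA3717), of pimeloyl-CoA breakdown, all rose as well, with a median log2 fold change of 2.69 (5 when adjusted over the list alone).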

Comparing growth on 4-HBA to growth on succinate revealed the expected increase in the transcript abundance of genes involved in the BAD pathway and the peripheral HBA pathway (Table 2). This is consistent with the above-mentioned finding that SA008.1.07 uses the BAD pathway for 4-HBA metabolism (18). However, the abundance of transcripts from these genes was much lower and mostly not significantly differentially expressed (*P > *0.05) when the growth of SA008.1.07 on syringic acid and succinate was compared (Table 2). Therefore, in addition to SA008.1.07 not needing the BAD and HBA pathways for growth on syringic acid (Fig. 6), the transcriptomics data show that growth in the presence of syringic acid does not induce the expression of known genes within the BAD and HBA pathways.

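On syringic acid, the BAD and HBA genes were transcribed far below their level on 4-HBA. All 15 genes of the BAD pathway and all 9 of the HBA pathway were lower on syringic acid than on 4-HBA, with median log2 fold changes of −5.01 and −4.57 (15 and 9 when adjusted over the list alone). The mean of the 3 syringic acid cultures was between 0.62% (*badE*, RPA0658) and 12.1% (*badM*, RPA0663) of the 4-HBA mean, with a median of 3.42% over the 24 genes. Without syringic acid replicate 1 the range was 0.24% (*badE*) to 12.6% and the median 2.50%. The median for the 5 *pim* genes was −2.81, and all 5 were lower. The camera test gave adjusted p = 1.2e-13 for the BAD list and 5.29e-09 for the HBA list. With an estimated correlation the adjusted p was 0.193 for each, although every gene of both lists was lower, so this version cannot decide. Against succinate, 19 of the 24 genes did not pass the test on syringic acid. Among them was *badE*, with a log2 fold change of 0.07 (standard error 0.71, adjusted p = 0.961), and of −0.77 without syringic acid replicate 1 and −0.44 without succinate replicate 1. With all 6 libraries, none of the 24 was lower at an adjusted p under 0.05 with limma, edgeR or DESeq2, or at an unadjusted p under 0.05 with limma. At that unadjusted threshold, 4 BAD and 5 HBA genes were higher with limma. Of simulated 2-fold changes in this comparison limma recovered 0%, so small rises could be missed. The simulation changed fewer genes than were called here, and the adjusted threshold depends on that number, so this share is only a guide. With both syringic acid replicate 1 and succinate replicate 1 left out, *badD* (RPA0657) was lower (log2 fold change −2.43, adjusted p = 0.00123). Of the 5 *pim* genes, 0 passed the test, also at an unadjusted p under 0.05 and with edgeR and DESeq2.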

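The 5 genes that passed the test as higher on syringic acid than on succinate encode early and late steps of the pathways. They were *hbaA* (RPA0669), *hbaB* (RPA0670) and *hbaC* (RPA0671) of the HBA list, and *badI* (RPA0653) and *badH* (RPA0654), for the last ring intermediates, of the BAD list. *hbaA* rose to 882.1 ± 923.4 normalized units (SD, n = 3), a log2 fold change of 3.13 (standard error 0.65, adjusted p = 0.0106 from limma). *badI* rose to 866.4 units, a log2 fold change of 2.80 (standard error 0.56, adjusted p = 0.0086). The same 5 genes passed when adjusted over each list alone. The median log2 fold change was 0.60 for the BAD list (camera adjusted p = 0.0509, and 0.979 as the adjusted p with an estimated correlation) and 0.97 for the HBA list (adjusted p = 0.0123, and 0.94 with an estimated correlation). Without succinate replicate 1 the adjusted p of the HBA list was 0.104, and that of the BAD list fell to 0.00412 without syringic acid replicate 2, 0.0421 without syringic acid replicate 3, 0.00627 without succinate replicate 2 and 0.0136 without succinate replicate 3. With all 9 libraries in 1 fit the camera adjusted p of the BAD list was 0.0353. Its median was 1.25 without syringic acid replicate 2 and −0.13 without both syringic acid replicate 1 and succinate replicate 1. Syringic acid replicate 1 was the highest of the 3 syringic acid libraries for 20 of the 24 genes, and without it 3 genes were called, *hbaA* (352 units, log2 fold change 2.29), *badI* (537 units, log2 fold change 2.27) and *hbaC*. *badH* was lost without any 1 of the syringic acid libraries or succinate replicate 1 or 3 (adjusted p = 0.0716 to 0.112), *hbaB* without syringic acid replicate 1 (0.0542) or 3 (0.0663), and *hbaC* without succinate replicate 1 (0.054). With a replicate block in the fit, *badH* (0.0834), *hbaB* (0.0558) and *hbaC* (0.0601) were lost. For all 5 genes, carbon source cannot be told apart from the difference in sequencing center from the succinate libraries.

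**Figure D1:**
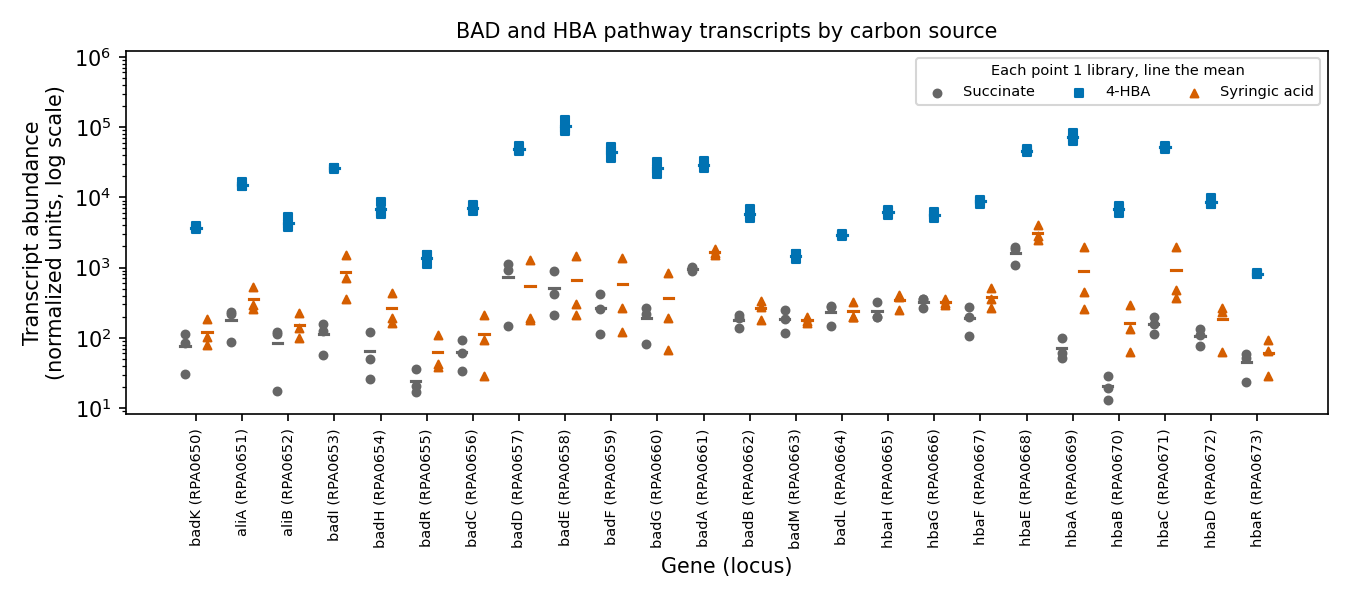
Normalized transcript abundance, on a log axis, of the 15 BAD and 9 HBA genes in each of the 9 libraries, by carbon source. Points are single libraries and lines are means of 3, and for every gene all 4-HBA libraries lie above all libraries of the other carbon sources.

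From the low and mostly nonsignificant changes against succinate, the paper concludes that syringic acid does not induce the known BAD and HBA genes, apart from its finding that the pathways are not needed for growth (Fig. 6).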

**TABLE 2:** Fold change in transcript abundance for genes predicted to be associated with the BAD and peripheral pathways when strain SA008.1.07 is anaerobically grown on 4-HBA or syringic acid compared to that when it is grown on succinate

Gene^*a*^	Name	Predicted product	Log_2_ fold change^*b*^	
			4-HBA to succinate	SA to succinate
*rpa0669*	*hbaA*	4-Hydroxybenzoate-CoA ligase	9.98*	3.63
*rpa0670*	*hbaB*	4-Hydroxybenzoyl-CoA reductase subunit	8.40*	3.01
*rpa0671*	*hbaC*	4-Hydroxybenzoyl-CoA reductase subunit	8.37*	2.58
*rpa0653*	*badI*	2-Ketocyclohexanecarboxyl-CoA hydrolase	7.84*	2.94*
*rpa0658*	*badE*	Benzoyl-CoA reductase subunit	7.68*	0.36*
*rpa0659*	*badF*	Benzoyl-CoA reductase subunit	7.39*	1.13
*rpa0660*	*badG*	Benzoyl-CoA reductase subunit	7.10*	0.95
*rpa0656*	*badC*	Alcohol dehydrogenase	6.82*	0.83
*rpa0654*	*badH*	2-Hydroxycyclohexanecarboxyl-CoA dehydrogenase	6.70*	2.00
*rpa0651*	*aliA*	Cyclohexanecarboxylate-CoA ligase	6.38*	1.00
*rpa0672*	*hbaD*	4-Hydroxybenzoyl-CoA reductase subunit	6.35*	0.83
*rpa0657*	*badD*	Benzoyl-CoA reductase subunit	6.09*	−0.40
*rpa0655*	*badR*	Benzoate anaerobic degradation transcription regulator	5.82*	1.37
*rpa0652*	*aliB*	Cyclohexanecarboxyl-CoA dehydrogenase	5.70*	0.87
*rpa0650*	*badK*	Cyclohex-1-ene-1-carboxyl-CoA hydratase	5.62*	0.69
*rpa0667*	*hbaF*	Inner membrane translocator	5.50*	0.98
*rpa0662*	*badB*	Ferredoxin	5.01*	0.55
*rpa0661*	*badA*	Benzoate-CoA ligase	4.91*	0.77
*rpa0668*	*hbaE*	ABC transporter subunit substrate-binding component	4.83*	0.95
*rpa0665*	*hbaH*	ABC transporter ATP-binding protein	4.67*	0.50
*rpa0673*	*hbaR*	Hydroxybenzoate anaerobic degradation regulatory protein	4.19*	0.46*
*rpa0666*	*hbaG*	ABC transporter ATP-binding protein	4.10*	−0.01
*rpa0664*	*badL*	Acetyltransferase	3.64*	0.04
*rpa3714*	*pimC*	Pimeloyl-CoA dehydrogenase large subunit	3.60*	0.67
*rpa3713*	*pimD*	Pimeloyl-CoA dehydrogenase small subunit	3.43*	0.23
*rpa0663*	*badM*	Transcriptional regulator BadM	3.02*	−0.03
*rpa3717*	*pimF*	Enoyl-CoA hydratase	2.63*	0.45
*rpa3715*	*pimB*	Acetyl-CoA acetyltransferase	2.58*	−0.22
*rpa3716*	*pimA*	AMP-dependent synthetase/ligase	2.53*	0.53

a Genes are sorted, in descending order, with respect to the log_2_ fold change in abundance when growth is on 4-HBA compared to that when growth is on succinate.

b SA, syringic acid. *, statistically significant difference (*P *< 0.05).

**TABLE 3:** Transcripts with the highest increase in abundance when strain SA008.1.07 is anaerobically grown on syringic acid compared to that when it is grown on succinate

Gene^*a*^	Name	Predicted product	Log_2_ fold change^*b*^	
			SA to succinate	4-HBA to succinate
*rpa0910*		Pirin family protein	9.70	1.95
*rpa2160*		3-Oxoacyl-ACP reductase	7.88*	−1.36
*rpa0909*	*wrbA*	NAD(P)H dehydrogenase (quinone)	6.80*	0.28
*rpa3619*	*vanA*	Aromatic ring-hydroxylating dioxygenase subunit alpha	6.66*	0.73
*rpa2717*		Hypothetical protein	6.27*	4.22
*rpa3621*	*vanB*	Oxidoreductase	6.11*	−0.29
*rpa0005*	*hppD*	4-Hydroxyphenylpyruvate dioxygenase	6.07	1.72*
*rpa3620*	*vanR*	GntR family transcriptional regulator	6.01*	−1.34
*rpa4284*		Polyisoprenoid-binding protein	5.95*	−0.71
*rpa4222*		Hypothetical protein	5.91*	1.32*
*rpa0319*		Hypothetical protein	5.90	7.58*
*rpa3329*		Hypothetical protein	5.87	3.42
*rpa1475*		Hypothetical protein	5.56	0.59
*rpa3631*		3-Oxoacyl-ACP reductase	5.52*	−1.20
*rpa4285*		Malonic semialdehyde reductase	5.51*	−1.73
*rpa3565*		l,d-Transpeptidase	5.39	−2.17*
*rpa3943*		Ferritin-like domain-containing protein	5.09*	0.55*
*rpa4394*		Isocitrate lyase	5.05*	6.21*
*rpa3308*		Ferritin-like domain-containing protein	5.03	1.12
*rpa0320*		4-Coumaroyl-homoserine lactone synthase	5.00	6.71*
*rpa1089*		Hypothetical protein	4.99	1.32
*rpa0214*		Hypothetical protein	4.92*	0.66*
*rpa4220*		l,d-Transpeptidase	4.92	0.68
*rpa4286*		Dioxygenase	4.90*	−2.03
*rpa2895*		Hsp20/alpha crystallin family protein	4.87	0.92*

a Genes are sorted, in descending order, with respect to the log_2_ fold change in abundance when growth is on syringic acid compared to that when growth is on succinate. Shaded rows indicate that the gene was explored in this study.

b SA, syringic acid. *, statistically significant difference (*P *< 0.05).

### Identification of a gene cluster required for syringic acid degradation by R. palustris SA008.1.07.

The global gene expression analysis was also used to identify genes with increased transcript abundance when SA008.1.07 was grown on syringic acid compared to that when it was grown on either 4-HBA or succinate (Table 3). 

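On syringic acid, 23 of the 25 genes of Table 3 were higher than on succinate (25 when adjusted over the list alone), and 22 were higher than on 4-HBA. The study chose this list on these samples, so its direction is not independent evidence. The largest rise against succinate was in RPA0910, a pirin family protein, at a log2 fold change of 9.19 (standard error 0.62, adjusted p = 2.88e-05 from limma), although 1 culture had 85044 normalized units and the others 14326 and 16186. Next to it on the chromosome, by locus number, *wrbA* (RPA0909), a quinone reductase, had a log2 fold change of 6.56. The neighboring genes RPA4284 and RPA4285 rose by 5.93 and 5.44, and ferritin-like RPA3308 and RPA3943 by 5.07 and 4.97. The small heat-shock protein RPA2895 had a log2 fold change of 5.00. RPA0319 and RPA0320, the latter annotated as 4-coumaroyl-homoserine lactone synthase, did not pass the test against succinate with limma (adjusted p = 0.115 and 0.164). They passed with edgeR (0.0255 and 0.0348), RPA0320 with DESeq2 (0.01) and RPA0319 with all 9 libraries in 1 fit (0.0453), and their values rest on 1 culture, with 1365 units for RPA0319 in syringic acid replicate 3 against 40.6 and 14.8 in the others. With isocitrate lyase (RPA4394, log2 fold change −1.19), they were the 3 genes lower on syringic acid than on 4-HBA. The call of RPA4394 was lost without any 1 of the 4-HBA libraries (adjusted p = 0.105 to 0.117), with all 9 libraries in 1 fit (0.0645) and with a replicate block (0.102). Those of RPA0319 and RPA0320 were lost without 4-HBA replicate 1 or 3 or syringic acid replicate 1 or 2 (up to 0.0958 and 0.0926) and with edgeR and DESeq2, where their log2 fold changes were −1.57 and −1.61 with DESeq2.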

Among the transcripts showing the largest increase in abundance are those derived from genes within a putative *vanARB* (*rpa3619*, *rpa3620*, *rpa3621*) operon. 

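The *vanARB* transcripts were low on succinate and on 4-HBA and abundant on syringic acid. *vanA* (RPA3619), the oxygenase subunit, had 10460 ± 7065 normalized units (SD, n = 3) on syringic acid, 103.8 ± 21.9 on succinate and 172.3 ± 60.5 on 4-HBA. Its log2 fold change was 6.32 against succinate (standard error 0.58, adjusted p = 0.0001 from limma) and 5.64 against 4-HBA (standard error 0.57, adjusted p = 4.47e-05). *vanB* (RPA3621), the oxidoreductase subunit, rose by 5.84 and 6.07, and the regulator gene *vanR* (RPA3620) by 5.77 and 6.87. By log2 fold change against succinate, *vanA*, *vanB* and *vanR* ranked 4, 9 and 10 of all genes tested, and in the comparison with 4-HBA they ranked 15, 12 and 5. All 3 passed the test in both comparisons, also when adjusted over the list alone, although the study chose this operon on these samples. Against succinate, 4-HBA changed 0 of the 3 at an adjusted or unadjusted p under 0.05 with limma and 0 with edgeR, and 1, *vanR*, was lower with DESeq2. Replicate 1 had less of each transcript than the other syringic acid cultures, with 2860 units of *vanA* against 16829 and 11693.

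**Figure D2:**
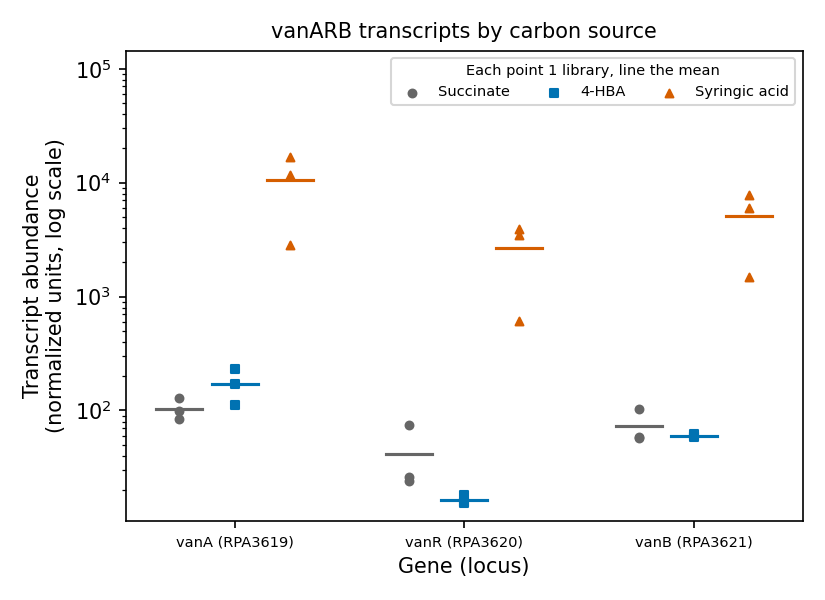
Normalized transcript abundance, on a log axis, of *vanA*, *vanR* and *vanB* in each of the 9 libraries, by carbon source. Points are single libraries and lines are means of 3, and every syringic acid library lies above every other library for all 3 genes.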

The *vanARB* genes are annotated as coding for the VanAB proteins and a GntR-family transcriptional regulator (VanR), homologues of which are known or proposed to act as repressors of the *vanAB* genes (27–30). The VanAB proteins are known or predicted subunits of an enzyme (VanAB) with aromatic ring-hydroxylating activity (16, 27). Homologues of VanAB are known or predicted to catalyze the oxidation of vanillic acid to protocatechuic acid and formaldehyde in Bradyrhizobium diazoefficiens (B. japonicum) (31) and *Pseudomonas* sp. strain HR199 (32). In addition, a VanAB homologue in a *Streptomyces* strain has the reported ability to demethylate syringic acid as well as other aromatic compounds (33). A global gene expression analysis of R. palustris SA008.1.07 grown aerobically on vanillic acid (Fig. S5; Table S3) confirmed the predicted role of the *vanAB* genes in aerobic vanillic acid degradation, since there was an increased abundance of transcripts encoding these genes along with others in a predicted pathway, with protocatechuic acid and formaldehyde being intermediate metabolites of aerobic vanillic acid degradation (Fig. S5).

The increased transcript abundance of the *vanARB* genes when SA008.1.07 was grown anaerobically on syringic acid was unexpected, given that the RNA was isolated from cells grown under anaerobic photoheterotrophic conditions. As described in Materials and Methods, for the RNA-seq experiments, the cultures were continuously bubbled with N_2_ and CO_2_ to avoid air entering the cultures. For all other experiments, the culture tubes were completely filled with medium, leaving no headspace, and when samples were withdrawn from the cultures for chemical analyses, the resulting headspace was flushed with argon gas to prevent the introduction of air into the cultures. These are standard techniques that have been successfully employed to grow anaerobic bacterial cultures and isolate oxygen-sensitive proteins in their active form (34).

We also monitored the abundance of diagnostic transcripts as a reporter for the presence of oxygen in our photoheterotrophic cultures. Analysis of the transcript abundance of photoheterotrophically grown cultures shows that there was a relatively low abundance of those encoding HemF, an oxygen-dependent coproporphyrinogen oxidase (RPA1514), or subunits of the low-affinity enzymes in the aerobic respiratory chain, such as cytochrome *bd* (RPA1319, RPA4452, and RPA4793-RPA4794) or cytochrome *aa_3_* oxidases (RPA1453, RPA4183, and RPA0831 to RPA0836) (Table S4). In contrast, transcripts from the following genes were, on average, ∼32-fold more abundant in the photoheterotrophic cultures than in those mentioned above which are associated with growth in the presence of oxygen: genes encoding subunits of the high-affinity cytochrome *cbb_3_* oxidase (RPA0015 to RPA0019); genes encoding the oxygen-independent coproporphyrinogen oxidase HemN (RPA1666); those needed for anaerobic growth in the light (15, 35), including ones that encode pigment biosynthetic enzymes or pigment-binding proteins of the photosynthetic apparatus (RPA1505 to RPA1507, RPA1521 to RPA1548, RPA1667-RPA1668, RPA3568); plus other genes whose induction requires the global anaerobic regulator FixK (RPA1006-RPA1007, RPA1554) (36, 37) (*P* = 0.01, unpaired *t* test) (Table S4). This analysis provides independent experimental evidence that the photoheterotrophic cultures used as a source of RNA or for other experiments in this study were anaerobic.

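In the anaerobic cultures, the genes that the paper links to life with oxygen ranged from barely detected to above the median of all genes. The 11 genes listed in Table S4 had a mean of 433.6 normalized units and a median of 433.0 over the 9 libraries, and 7 of them lay above the median of all genes, 362 units. *hemF* (RPA1514), for the oxygen-dependent step of heme synthesis, had 533.6 ± 227.2 units (SD, n = 9). The cytochrome *bd* genes RPA1319, RPA4452, RPA4793 and RPA4794 had means of 43.3, 370.8, 874.5 and 455.0 units. Of the *aa_3_* oxidase genes, RPA1453 had 25.7 units and RPA4183 had 1148. By carbon source, 4 of the 11 were lower on 4-HBA than on succinate and 1 was higher (4 and 1 when adjusted over the list alone). The subunit genes RPA0831 and RPA0832 had log2 fold changes of −1.85 and −2.26, and RPA4183 of 1.32 (adjusted p = 0.0086 from limma). Camera gave adjusted p = 0.0237 for this list, 0.618 as the adjusted p with an estimated correlation and 0.0534 without succinate replicate 2. On syringic acid against succinate, 0 of the 11 passed the test with limma and with edgeR, 1 was lower with DESeq2, and 2 were higher and 2 lower at an unadjusted p under 0.05. Against 4-HBA, from the same sequencing center, 4 of the 11 were higher on syringic acid and 2 lower with limma (4 and 2 over the list alone). With DESeq2 these were 7 and 2. RPA0832 had a log2 fold change of 2.73 and RPA4183 of −2.27. The median of the list was 1.46 (camera adjusted p = 0.0689, and 0.343 with an estimated correlation).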

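The highest transcripts of the second group were those of photosynthesis. The light-harvesting genes RPA1525 and RPA1526 had means of 198000 and 78480 normalized units over the 9 libraries and made up 34.6% and 13.7% of the sum of the 41 genes. The reaction center genes RPA1527 and RPA1528 had 38690 and 49560 units, *hemN* (RPA1666), for the oxygen-independent heme step, had 4086 units, and the *cbb_3_* oxidase gene RPA0019 had 16680 units. The mean of the 41 genes of Table S4 was 13975 units and their median 4090, and 38 of them lay above the median of all genes. Per library, their mean was 32.8 ± 10.8 times that of the genes of aerobic life (SD over 9 libraries, range 17.2 to 50.1). The ratio of the averages over all libraries was 32.2. A permutation test over genes, two-sided with 100000 resamples, gave p = 0.16 for the difference in means. Without the light-harvesting genes the p was 0.0301 and the ratio per library 17.6. With the geometric mean over genes, these were 4e-05 and 15.4. Genes of 1 operon are not independent replicates.

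**Figure D3:**
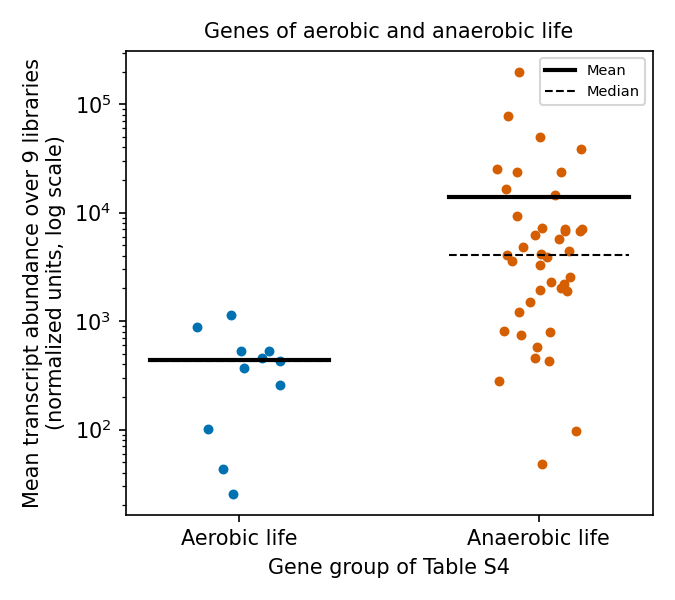
Mean normalized abundance over the 9 libraries, on a log axis, for each of the 11 genes of aerobic life and 41 genes of anaerobic life of Table S4. Points are genes, solid lines are group means and dashed lines are group medians.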

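By carbon source, the ratio of anaerobic to aerobic genes was 26.5 ± 2.74 on succinate, 43.9 ± 6.41 on 4-HBA and 28.0 ± 11.7 on syringic acid (SD, n = 3 libraries each). It was lowest in syringic acid replicate 1, where the mean of the photosynthesis and other anaerobic genes was 7388 normalized units. In the other syringic acid libraries the mean was 17520 and 11660. Exact permutation tests, two-sided, gave p = 0.1 for 4-HBA against succinate, 0.8 for syringic acid against succinate and 0.2 for syringic acid against 4-HBA, and 3 libraries against 3 cannot give less than 0.1. Among the anaerobic genes, 15 of 41 were lower on 4-HBA than on succinate and 3 were higher (16 and 4 when adjusted over the list alone). On syringic acid, 3 were lower than on succinate and 1, RPA3568, was higher (the same counts over the list alone). Against 4-HBA, 6 of the 41 were higher on syringic acid and 2 lower (3 and 2 over the list alone). From the abundance of the anaerobic transcripts against those it links to oxygen, the paper takes the analysis as independent evidence that the cultures were anaerobic, before testing the influence of oxygen further.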

Nevertheless, to further test whether oxygen influences the ability of SA008.1.07 to degrade syringic acid, we performed additional experiments. First, when we tested SA008.1.07 for aerobic growth on the methoxylated aromatics syringic acid and vanillic acid (Fig. S6), we found that this adapted strain could not grow on syringic acid aerobically but could grow aerobically on vanillic acid. We also performed growth experiments in which additional steps were taken to eliminate oxygen from the medium. In one experiment, we used 100-ml serum bottles with PM medium (22) containing syringic acid and sealed them with rubber septa and aluminum crimp caps. We then flushed the PM medium with argon gas for 20 min and then applied vacuum to remove gases from the bottles and reflushed them with argon. This process was repeated three times to remove as much oxygen as possible. As a control that simulated the conditions used in the experiments described earlier, another group of 100-ml serum bottles was used, but in this case, the bottles were sealed without using the degassing procedure. SA008.1.07 was inoculated into both sets of bottles through sterilized syringes and needles. In these experiments, we observed no significant difference on the growth of SA008.1.07, the consumption of syringic acid, or the production of DMBQ between the degassed bottles and the nondegassed controls (Fig. S7), demonstrating that any traces of oxygen potentially present at the initiation of the incubations did not influence the ability of R. palustris SA008.1.07 to grow on syringic acid under anaerobic photoheterotrophic conditions. In a separate experiment, we used l-cysteine as a reducing agent and resazurin as an oxygen indicator (Fig. S8). Inoculation of R. palustris SA008.1.07 was performed after the resazurin was colorless, indicating the absence of oxygen. Syringic acid degradation and DMBQ production were observed, similar to the findings of the experiments performed with other techniques, further confirming that oxygen is not involved in the transformation of syringic acid.

Based on these results, we proceeded to investigate whether the *vanARB* operon participated in anaerobic syringic acid degradation by SA008.1.07. To do this, we deleted the entire *vanARB* operon in SA008.1.07 (producing strain SAΔvan; Table 4) and found that this strain lost its ability to grow anaerobically on syringic acid (Fig. 7A). In addition, we found that transforming SAΔvan with a plasmid carrying either the wild-type *vanARB* operon or only wild-type *vanAB* (producing strain SAΔvan/pBRvanARB or SAΔvan/pBRvanAB, respectively; Table 4) under the control of a constitutive promoter rescued the ability of SAΔvan to grow on and degrade syringic acid under anaerobic conditions, although cell densities were lower than those for SA008.1.07 (Fig. 7A). Thus, we conclude that the *vanAB* genes in the R. palustris *van* cluster are required for the anaerobic degradation of syringic acid by SA008.1.07. In control experiments, we found that, as expected, the activities of the BAD and HBA aromatic pathways were not affected by the loss of *vanARB*, as SAΔvan was able to grow photoheterotrophically on 4-HBA or benzoic acid (Fig. 7B). Placing the same *vanARB* plasmid in the wild-type CGA009 strain (A9/pBRvanARB; Table 4) did not confer on this strain the ability to grow on syringic acid (Fig. 7A), indicating that yet to be identified genes outside this operon are required for syringic acid metabolism by SA008.1.07.

**TABLE 4:** Strains and plasmids used in this study

Strain or plasmid	Description	Source or reference
Strains		
* *E. coli		
DH5α	*supE44 lacU169* (ϕ80dΔ*lacZ*M15) *hsdR178 recA1 endA1 gyrA96 thi-1 relA1*	Invitrogen-THF
S17-1	C600::RP-4 2-(Tc::Mu) (Kn::Tn*7*) *thi pro hsdR* HsdM^+^ *recA*	55
NEB 5α	*fhuA2* Δ(*argF-lacZ*)*U169 phoA glnV44* ϕ80Δ(*lacZ*)M15 *gyrA96 recA1 relA1 endA1 thi-1 hsdR17*	NEB
* *R. palustris		
CGA009	Wild-type strain	22
SA008.1.07	Derivative of CGA009 able to grow on syringic acid	This work
SAΔbadE	Deletion of 3′ end of *badD*, whole *badE* gene, and 5' end of *badF* in SA008.1.07; ΩKn^r^ cassette insertion in place of deleted nucleotides	This work
SAΔhbaB	Deletion of *hbaB* in SA008.1.07	This work
SAΔvan	Deletion of *vanARB* operon in SA008.1.07	This work
A9/pBRvanARB	Gm^r^; CGA009 carrying pBRvanARB vector	This work
SAΔvan/pBRvanARB	Gm^r^; SAΔvan carrying pBRvanARB vector	This work
SAΔvan/pBRvanAB	Gm^r^; SAΔvan carrying pBRvanAB vector	This work
SAΔ2160	Deletion of *rpa2160* in SA008.1.07	This work
SAΔ4286	Deletion of *rpa4286* in SA008.1.07	This work
SAΔ1972	Deletion of *rpa1972* in SA008.1.07	This work
A9Δ1972	Deletion of *rpa1972* in CGA009	This work
Plasmids		
pSUP202	Mobilizable suicide plasmid	55
pK18mobsacB	*oriV oriT mob sacB* Kn^r^	53
pS202badE	3.7-kb fragment containing *badE* and most of surrounding genes *badD* and *badF* cloned into HindIII/BamHI sites of pSUP202	This work
pS202ΔbadE	Deletion of 2.1-kb fragment containing *badE*, 3' end of *badD*, and 5′ end of *badF* and insertion of 2.3-kb ΩKn^r^ cassette in pS202badE	This work
pK18hbaB	Kn^r^; 2.1-kb fragment containing *hbaB* and 800-bp flanking regions cloned into XbaI/HindIII sites of pK18mobsacB	This work
pK18ΔhbaB	Kn^r^; deletion of *hbaB* in pK18hbaB	This work
pKΔvanARB	Kn^r^; ∼1.5 kb upstream and ∼1.5 kb downstream flanking regions of *vanARB* operon cloned into the XbaI/HindIII sites of pK18mobsacB	This work
pBBR1MCS-5	IncA/C Gm^r^; broad-host-range cloning vector	54
pBRvanARB	Gm^r^; *vanARB* operon cloned into pBBR1MCS-5 vector	This work
pBRvanAB	Gm^r^; *vanA* and *vanB* genes cloned into pBBR1MCS-5 vector	This work

**FIG 7:**
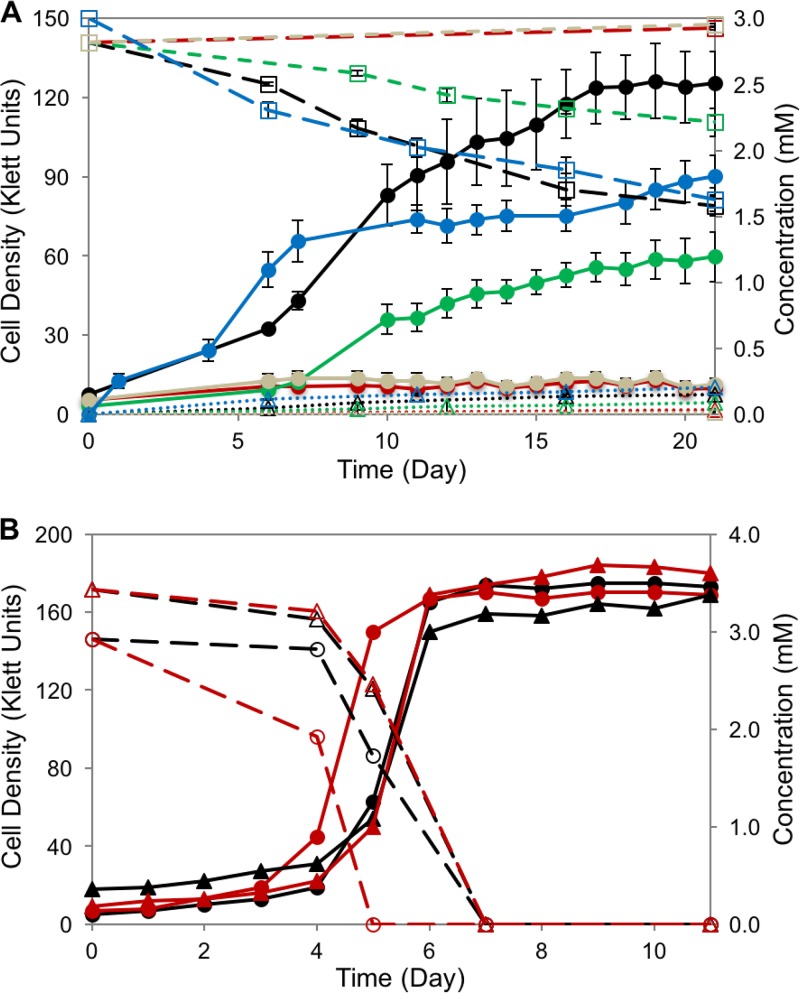
(A) R. palustris SAΔvan (red), a mutant culture of SA008.1.07 (black) with the *vanARB* operon deleted, does not grow on syringic acid. The complementation of *vanARB* on expression plasmids pBRVanARB and pBRVanAB restores syringic acid-degrading activity in SAΔvan/pBRvanARB (green) and SAΔvan/pBRvanAB (blue). The expression plasmid pBRVanARB does not impart syringic acid-degrading activity when inserted into wild-type strain CGA009 (A9/pBRvanARB; gray). Solid lines show growth (in Klett units) (●), dashed lines track the concentrations of syringic acid (□), and dotted lines track the DMBQ concentration (Δ). (B) Both R. palustris SA008.1.07 (black) and SAΔvan (red) grow on benzoic acid (circles) and 4-HBA (triangles). Solid lines show growth (in Klett units), and dashed lines indicate aromatic concentrations.

In addition to the genes in the *vanARB* operon, we also tested the effect of deleting two other genes that showed an increased transcript abundance during growth on syringic acid. 

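RPA2160, annotated in the deposited table as a 3-oxoacyl-ACP reductase, had 8803 ± 1758 normalized units (SD, n = 3) on syringic acid, 37.4 ± 22.6 on succinate and 14.5 ± 1.86 on 4-HBA. Its log2 fold change was 8.03 against succinate (standard error 0.48, adjusted p = 1.42e-05 from limma), the second largest of all genes tested, and 9.14 against 4-HBA (standard error 0.28, adjusted p = 1.15e-08), the largest. The 3 syringic acid cultures lay between 7721 and 10831 units, above all 6 other libraries. RPA4286, annotated as a dioxygenase, had 3379 ± 1319 units on syringic acid, 113.0 ± 31.7 on succinate and 27.7 ± 3.53 on 4-HBA. Its log2 fold change was 4.84 against succinate (standard error 0.40, adjusted p = 7.4e-05), which ranked 26, and 6.81 against 4-HBA (adjusted p = 5.62e-07), which ranked 6.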

One gene encodes an oxidoreductase and had one of the highest increases in transcript abundance (*rpa2160*), and the other gene was annotated as encoding a dioxygenase and had a lower increase in transcript abundance (*rpa4286*) (Table 3). Experiments with deletion mutants of SA008.1.07 lacking these genes, SAΔ2160 and SAΔ4286, respectively (Table 4), showed that neither deletion affected photoheterotrophic growth on syringic acid (Fig. S9), indicating that these genes are not required for the breakdown of syringic acid by SA008.1.07.

### Identification of mutations in strains adapted to grow on syringic acid.

In an attempt to identify additional mutations that could confer on R. palustris SA008.1.07 the ability to grow photoheterotrophically on syringic acid, we resequenced strain SA008.1.07 along with 16 other R. palustris isolates that had acquired the same metabolic ability by performing the same enrichment and isolation experiments described above (Table S5). When the genome sequences of this panel of isolates were compared to the genome sequence of R. palustris CGA009 (Table S6), only 4 mutations were found in the majority of the strains (Table 5). One mutation was an indel upstream of *rpa0746*, a gene annotated as encoding a cytochrome *c*-type cytochrome of unknown function. A second mutation was a frameshift in *rpa1972*, a gene annotated as encoding a two-component sensor histidine kinase, for which no function is known. The other two mutations were nonsynonymous, causing amino acid changes in *rpa2457*, which encodes a hypothetical protein, and *rpa3268*, which encodes the β subunit of RNA polymerase. No mutations were detected in the *vanARB* operon in any of the syringic acid-metabolizing strains that were sequenced.

**TABLE 5:** Mutations identified in more than half of the 17 adapted R. palustris strains conferring the ability of syringic acid degradation compared with the genome of CGA009

Position	Reference	Alteration	Mutation type	Amino acid change	Gene	Name	Function	Occurrence of mutation
826195	C	A	Substitution		Upstream *rpa0746*		Cytochrome *c*-type cytochrome	17 of 17 strains
2221051	TC	T	Frameshift at GLU242	Premature stop codon at 2220962	*rpa1972*		Two-component sensor histidine kinase	17 of 17 strains
2795227	G	A	Nonsynonymous	Glycine → aspartic acid	*rpa2457*		Hypothetical protein	16 of 17 strains
3685350	T	G	Nonsynonymous	Threonine → proline	*rpa3268*	*rpoB*	RNA polymerase β subunit	11 of 17 strains

We were unsuccessful in our attempts to delete *rpa2457* and *rpa3268* from SA008.1.07 using the methods used in this study, which is not surprising, since both of these genes have been shown to be essential for the growth of R. palustris (15). We successfully deleted *rpa1972* in both CGA009 and SA008.1.07, creating strains SAΔ1972 and A9Δ1972, respectively. To test the hypothesis that the observed frameshift in *rpa1972* altered the function of this predicted histidine kinase and somehow influenced syringic acid degradation by SA008.1.07, we evaluated the photoheterotrophic growth of both SAΔ1972 and A9Δ1972 on syringic acid. This experiment showed that deletion of *rpa1972* in CGA009 did not enable A9Δ1972 to grow on syringic acid, nor did deletion of this gene in SA008.1.07 prevent SAΔ1972 from growing on syringic acid (Fig. S10). Therefore, additional efforts are needed to identify single or synergistic combinations of mutations in SA008.1.07 or other adapted strains that contribute to anaerobic growth on syringic acid.

### Concluding remarks.

*meta*-Methoxylated aromatics are present at significant levels in the lignin of different plants and are potential sources of compounds for industrial applications. In this work, we isolated a strain of R. palustris that acquired the ability to use syringic acid as a growth substrate under photoheterotrophic conditions. Our strategy of incrementally exposing cultures to higher concentrations of syringic acid, while at the same time reducing the availability of the known growth substrates benzoic acid and 4-HBA, has been shown to be conducive to adaptation and the acquisition of new metabolic activities in R. palustris (38, 39) and other bacteria (40). Our analysis of this adapted strain, SA008.1.07, has provided important new knowledge on the bacterial metabolism of syringic acid. First, we found that syringic acid degradation does not occur through or induce the expression of the genes in the well-characterized BAD pathway. This finding makes syringic acid an aromatic compound whose photoheterotrophic metabolism does not utilize the BAD pathway in R. palustris. In addition, the increased abundance of *vanARB* transcripts in SA008.1.07 cultures grown in the presence of syringic acid and the requirement of *vanAB* for the growth of this adapted strain on this methylated aromatic provide evidence for a heretofore unknown role of the VanAB enzyme in the anaerobic metabolism of this compound. Since the previously reported function of *vanAB* is in the aerobic demethylation of vanillic acid (31, 32), our observations suggest that the VanAB enzyme may have an additional unrealized function under anaerobic conditions. Known homologues of VanAB are reported to contain an oxygen-sensitive iron sulfur cluster (32), so our findings reinforce the suggestion that additional experiments are needed to test the role of this enzyme in the anaerobic metabolism of syringic acid.

Our analysis of syringic acid metabolism by R. palustris SA008.1.07 sets the stage for further studies of the metabolism of this and other aromatics by this and other bacteria and for the evaluation of previously unexplored functions of the VanAB enzyme. Elucidating such novel pathways and metabolic functions could expand our ability to use microbial transformations of lignin and other renewable resources as biomass-based sources of compounds with potential uses in the energy, chemical, pharmaceutical, and other industries.

## MATERIALS AND METHODS

### Media.

All R. palustris strains were grown in PM medium (22), brought to pH 7 with sodium hydroxide, and sterilized by filtration. PM media with different organic carbon sources were prepared: PM-AcY contained 20 mM sodium acetate and 0.1% yeast extract, PM-succinate contained 10 mM succinic acid, and PM-aromatic was made with 3 to 3.5 mM aromatic compounds (unless otherwise indicated) and supplemented with 30 mM sodium bicarbonate. Escherichia coli strains were grown on LB medium (41). Molecular genetics-grade agar (Fisher Scientific, Fair Lawn, NJ) was added to the media at 1.5% to solidify the media, where noted. When necessary, the following reagents were used for cloning, selection, and propagation of modified strains: 10% (wt/vol) sucrose, 50 μg/ml kanamycin (Kn), 25 μg/ml ampicillin, and 20 μg/ml gentamicin. All chemicals for medium preparation were obtained from Fisher Scientific (Hampton, NH) or Sigma-Aldrich (St. Louis, MO) at purities suitable for molecular biology.

### Strains and plasmids.

The E. coli and R. palustris strains and plasmids used in this study are summarized in Table 4.

### Growth conditions.

To culture R. palustris, cells were streaked from glycerol freezer stocks onto PM-AcY agar plates and incubated aerobically at 30°C to obtain single colonies. A colony was transferred to 25 ml PM-AcY liquid medium and grown aerobically at 30°C. Aliquots (about 170 μl) from this aerobic culture were added to clear glass culture tubes (16 by 125 mm) containing PM-succinate. The tubes were completely filled to the brim with medium, sealed with a rubber septum, and incubated. Since the growing culture rapidly exhausts any oxygen available in the medium, this culturing technique has been demonstrated to efficiently create anaerobic culturing conditions in liquid medium (34). Photoheterotrophic growth was maintained at 30°C under illumination by incandescent tungsten lamps at ∼10 W/m^2^ and kept well mixed by a micro-magnetic stir bar (3 by 10 mm). These photoheterotrophic PM-succinate cultures were used as inocula for the photoheterotrophic experiments with the aromatic substrates, which were prepared by the procedure described above to generate anaerobic conditions in liquid medium. R. palustris growth in liquid cultures was monitored using a Klett-Summerson photoelectric colorimeter (Klett Manufacturing Co., New York, NY). Photoheterotrophic growth on solid medium was achieved by placing the plates in a sealed canister containing a GasPak EZ anaerobe container system (BD Biosciences, Franklin Lakes, NJ), which was placed under constant illumination and rotated daily.

### Analytical tests.

For chemical analysis, samples were taken periodically by aseptically piercing a rubber septum and withdrawing 200 μl of liquid culture. Following sampling, the headspace of the cultures was flushed with argon gas. Samples were passed through 0.22-μm-pore-size polyvinylidene difluoride membranes (Merck, KGaA, Darmstadt, Germany) to separate the cells from the medium, and the filtrates were frozen at −80°C until analysis.

Aromatic compounds were quantified by high-performance liquid chromatography (HPLC) using an LC-10ATvp solvent delivery module HPLC system (Shimadzu, Kyoto, Japan) with an SPD-M10Avp diode array detector (Shimadzu, Kyoto, Japan). Samples were prepared as described elsewhere (42). Aromatic compounds were separated using a C_18_ reversed-stationary-phase column and an isocratic aqueous mobile phase of methanol (30% [wt/vol]), acetonitrile (6% [wt/vol]), and 5 mM formic acid in water (64% [wt/vol]) at a flow rate of 0.8 ml min^−1^ (42). Aromatics and metabolic by-products were quantified using standard curves and UV absorbance. Standard curves were prepared using commercially purchased compounds (Sigma-Aldrich, St. Louis, MO) dissolved in dimethyl sulfoxide (DMSO).

Liquid chromatography-tandem mass spectrometry (LC-MS/MS) was used for identification of extracellular metabolic by-products, using a chromatography separation system similar to the one described above. Mass spectra were analyzed with a Thermo Q-Exactive mass spectrometer (Thermo Scientific, Waltham, MA). Standards were directly infused into the mass spectrometer. Spectra were acquired in the positive ionization mode with an MS/MS resolution of 17,500, an isolation width of 2.0 Da, and a normalized collision energy of 30%.

Nuclear magnetic resonance (NMR) was also used for identification of some metabolic by-products. For these tests, three consecutive 100-ml ethyl acetate (EtOAc) extractions were performed on 500 ml of spent medium at pH 6.5 to 7.0. The pH of the aqueous fraction was then lowered to ∼1 using 1 M hydrochloric acid. Additional organic compounds were extracted from this acidified aqueous fraction using three consecutive 100-ml dichloromethane (DCM) extractions. Both extractants were independently washed three times with saturated sodium bicarbonate (50 ml/extraction) and then twice with saturated sodium chloride (50 ml/extraction) and were then dried with sodium sulfate. Samples were filtered, and the solvent was evaporated. The NMR spectra of the extracted compounds were collected in acetone-*d*_6_ on a Bruker Avance 500-MHz spectrometer (Billerica, MA, USA) fitted with a cryogenically cooled 5-mm QCI (^1^H/^31^P/^13^C/^15^N) gradient probe with inverse geometry (proton coils were closest to the sample). The spectra were compared to those for high-purity standards from Sigma-Aldrich (St. Louis, MO).

Chemical oxygen demand (COD) was used to quantify soluble organic compounds and biomass (42), with measurements being performed on both filtered and unfiltered samples. The theoretical COD values for the various carbon sources used in this study are as follows: for benzoic acid, 240 mg of COD/mmol of substrate; for 4-hydroxybenzoic acid (4-HBA), 224 mg of COD/mmol of substrate; and for syringic acid, 288 mg of COD/mmol of substrate.

### Transcriptomic analysis (RNA-seq).

For transcriptomic analyses, R. palustris SA008.1.07 cultures were photoheterotrophically grown on PM–4-HBA, PM-syringic acid, or PM-succinate by bubbling with 95% N_2_ and 5% CO_2_ under constant illumination at 30°C to mid-log phase, when the RNA was harvested (43). For aerobic analyses, R. palustris SA008.1.07 was grown in shake flasks in the dark, using PM-vanillic acid. For each sample, rRNA was reduced (Ribo-Zero kit; Illumina), and a strand-specific library was prepared (TruSeq stranded total RNA sample preparation kit; Illumina). RNA from cultures grown anaerobically on PM–4-HBA and PM-syringic acid and aerobically on PM-vanillic acid and PM-succinate was processed and sequenced at the University of Wisconsin—Madison Biotechnology Center (Illumina HiSeq2500, 1 × 100 bp, single end). RNA from cultures grown anaerobically on PM-succinate was processed and sequenced at the U.S. Department of Energy (DOE) Joint Genome Institute (Illumina NextSeq, 2 × 151 bp, paired end). Three biological replicates were analyzed per growth condition. The paired-end FASTQ files were split into read 1 (R1) and read 2 (R2) files, and R1 files were retained for further analysis, as the other data contained only single-end reads. All FASTQ files were processed through the same pipeline. Reads were trimmed using the Trimmomatic (version 0.3) tool (44) with the default settings, except for a headcrop setting of 5, a leading setting of 3, a trailing setting of 3, a slidingwindow setting of 3:30, and a minlen setting of 36. After trimming, the reads were aligned to the R. palustris CGA009 genome sequence (GenBank assembly accession number NC_005296.1), using the Bowtie2 (version 2.2.2) program (45) with the default settings, except for the number of mismatches allowed, which was set to 1. Aligned reads were mapped to gene locations using the HTSeq (version 0.6.0) program (46) and the default settings, except that the reverse strandedness argument was used. The DESeq2 (version 1.22.2) program (47) was used to identify significantly differentially expressed genes from pairwise analyses, using a Benjamini and Hochberg (48) false discovery rate (FDR) of less than 0.05 as a significance threshold and/or a fold change of greater than 2. Raw sequencing reads were normalized using the number of reads per kilobase per million (RPKM) mapped reads. A full list of the gene transcripts normalized by the number of RPKM mapped reads is shown in Table S1 in the supplemental material. The accession number for the RNA-seq data in the Gene Expression Omnibus (GEO) database is GSE135630.

### Genome sequencing.

The genomic DNA of CGA009, SA008.1.07, and 16 other adapted strains which were capable of anaerobic degradation of syringic acid was isolated and purified (49). Genome sequencing was performed and the sequences were analyzed by the U.S. Department of Energy Joint Genome Institute on an Illumina NovaSeq (2 × 151 bp) sequencer. The resulting DNA reads were aligned to the R. palustris CGA009 genome (GenBank reference sequence NC_005296.1) using the short read alignment tool BWA (50). Single nucleotide polymorphisms and small indels were called using SAMtools mpileup and bcftools and then filtered using vcfutils.pl from the SAMtools package (51). The NCBI accession numbers for the sequences are PRJNA520130 to PRJNA520144, PRJNA537839, and PRJNA537840.

### DNA manipulation.

Purification of the PCR products was achieved using a QIAquick PCR purification kit (Qiagen, Hilden, Germany), and the PCR products were extracted and purified from the agarose gels using a Zymoclean gel DNA recovery kit (Zymo Research, Irvine, CA). A Zyppy plasmid miniprep kit (Zymo Research) was used to purify plasmid DNA. Sanger-based sequencing reactions, performed using a BigDye (v3.1) cycle sequencing kit (Applied Biosystems, Foster City, CA), were processed by the University of Wisconsin—Madison Biotechnology Center DNA Sequence Facility.

### Creation of mutants.

A fragment of DNA containing *badE* and ∼1.2 kb of flanking DNA up- and downstream of *badE* were PCR amplified, digested with HindIII and BamHI, and ligated into pSUP202 to create pS202badDEF. The *badE* coding region, 350 bp of the 3′ end of *badD*, and 350 bp of the 5′ end of *badF* were deleted from pS202badE by PCR with phosphorylated primers. The resulting PCR product was ligated to an ΩKn^r^ cassette (52) to create pS202ΔbadE. pS202ΔbadE was mobilized into R. palustris strains CGA009 and SA008.1.07 via conjugation with E. coli S17-1. Double crossovers were screened for Kn resistance and ampicillin sensitivity. The presence of the desired *bad* mutations was confirmed by sequencing the appropriate genomic region.

An in-frame, markerless deletion of *hbaB* was constructed using the suicide vector pK18mobsacB (53). Briefly, *hbaB* and ∼0.8 kb of flanking DNA up- and downstream of *hbaB* were PCR amplified from R. palustris genomic DNA, digested with XbaI and HindIII, and ligated into pK18mobsacB to generate pK18hbaB. The *hbaB* coding region was deleted from pK18hbaB by PCR with phosphorylated primers. The resulting PCR product was circularized by ligation to generate pK18ΔhbaB and transformed into E. coli DH5α. pK18ΔhbaB was introduced into R. palustris strains CGA009 and SA008.1.07 by electroporation. Double crossovers were screened for their ability to grow on PM-AcY with 10% sucrose and Kn sensitivity. The presence of the desired *hbaB* mutation was confirmed by sequencing the appropriate genomic region.

An in-frame, markerless deletion of *vanARB* was constructed in SA008.1.07 using the suicide vector pK18mobsacB (53). Briefly, ∼1.5 kb of the up- and downstream flanking regions of *vanARB* was PCR amplified from SA008.1.07 genomic DNA and assembled into pK18mobsacB using the NEBuilder HiFi DNA assembly master mix (New England Biolabs [NEB], Ipswich, MA) to create pKΔvanARB. The generation and confirmation of the *vanARB* mutant (SAΔvan) were performed using pKΔvanARB as described above. To generate plasmid pBRvan, a DNA fragment containing the *vanARB* operon was PCR amplified from SA008.1.07 genomic DNA, assembled into the pBBR1MCS-5 vector (54) using the NEBuilder HiFi DNA assembly master mix, and transformed into E. coli NEB 5α. After the construction of plasmid pBRvan was confirmed by DNA sequencing, it was introduced into R. palustris strains SA008.1.07 and SAΔvan by electroporation. In the same manner, plasmid pBRvanAB was constructed by assembly of the pBBR1MCS-5 vector with the *vanA* and *vanB* genes amplified from SA008.1.07 genomic DNA, confirmed, and transformed into SAΔvan. Transformants were selected on PM-AcY-gentamicin plates and confirmed by PCR and DNA sequencing. Gentamicin was added to maintain pBRvan and pBRvanAB.

Mutants with in-frame, markerless deletions of *rpa2160*, *rpa4286*, and *rpa1972* in SA008.1.07 and *rpa1972* in CGA009 were created in the same manner described above for SAΔvan, creating strains SAΔ2160, SAΔ4286, SAΔ1972, and A9Δ1972, respectively. The primers used for generating gene deletion mutants are shown in Table 6. A complete list of primers is shown in Table S2.

**TABLE 6:** Primers used in this study for construction of mutant strains

Function	Primer name	Sequence (5ʹ → 3ʹ)^*a*^	Target
*badE* deletion in SA008.1.07	badE-Up-Fw-HindIII	GATCTAAGCTTCACCGCCGCC	Upstream of *badE*
	badE-Dn-Rv-BamHI	GATCGGATCCGGATTGATGTTGATCGTC	Downstream of *badE*
	dbadFsmaI-f	CTTCCCCGGGCTAAGGGAGGAGG	pS202badDEF plasmid
	dbadDsmaI-r	TAGCCCCGGGACAGTTCGATCGACTTG	pS202badDEF plasmid
*hbaB* deletion in SA008.1.07	hbaB-XbaI-For	CCGTCTAGAACACCACGTCGTCTTCG	Upstream of *hbaB*
	hbaB-HindIII-rev	CACTAAGCTTACGGGCGAGCAGTG	Downstream of *hbaB*
	hbaB-ATW-for	TGGTCGACGGTATTGATAAGGTCACG	pK18hbaB plasmid
	hbaB-ATW-rev	CCATGACCAAAGTCAAGCAATCGTCAC	pK18hbaB plasmid
	Delta_hbaB_fwd	CAGCAGCAGCCCGACCTTCAA	SAΔhbaB
	Delta_hbaB_rev	GATCGCATTGGCGACGGCATTC	SAΔhbaB
*vanARB* operon deletion in SA008.1.07	pK18msb_fwd	AAAGTGCGTCGGGTGATG	pK18mobsacB plasmid
	pK18msb_rev	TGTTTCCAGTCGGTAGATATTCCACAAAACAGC	pK18mobsacB plasmid
	USVan_fwd	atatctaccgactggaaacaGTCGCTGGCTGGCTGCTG	Upstream of *vanARB*
	USVan_rev	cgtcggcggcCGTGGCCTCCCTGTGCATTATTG	Upstream of *vanARB*
	DSVan_fwd	ggaggccacgGCCGCCGACGTTCTGGGAC	Downstream of *vanARB*
	DSVan_rev	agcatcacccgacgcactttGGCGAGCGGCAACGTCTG	Downstream of *vanARB*
	van-fwd	GATCGATTCCATTCTGGTCTGGCTTCTGGT	SAΔvan
	van_rev	GACGTGATCTATCGTGGCGAGAAGGGTAAG	SAΔvan
*rpa2160* deletion in SA008.1.07	US2160_fwd	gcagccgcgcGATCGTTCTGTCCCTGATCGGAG	Upstream of *rpa2160*
	US2160_rev	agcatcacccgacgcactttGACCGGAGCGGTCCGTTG	Upstream of *rpa2160*
	DS2160_fwd	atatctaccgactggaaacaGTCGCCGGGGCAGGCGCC	Downstream of *rpa2160*
	DS2160_rev	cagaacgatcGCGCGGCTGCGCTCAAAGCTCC	Downstream of *rpa2160*
	RPA2160amp_fwd	TCAAACGCGGGGAGGTCAAG	SAΔ2160
	RPA2160amp_rev	ATTTCGACAAAGCTTCGCCGTTC	SAΔ2160
*rpa4286* deletion in SA008.1.07	US4286_fwd	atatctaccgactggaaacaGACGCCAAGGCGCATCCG	Upstream of *rpa4286*
	US4286_rev	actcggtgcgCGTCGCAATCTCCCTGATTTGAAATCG	Upstream of *rpa4286*
	DS4286_fwd	gattgcgacgCGCACCGAGTCATTCCGG	Downstream of *rpa4286*
	DS4286_rev	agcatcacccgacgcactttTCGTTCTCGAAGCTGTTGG	Downstream of *rpa4286*
	Delta4286_fwd	CACCTCGACCAGCTGTTCGTCCAG	SAΔ4286
	Delta4286_rev	CTTCGACACTATCTCGGTGGTGCACG	SAΔ4286
*rpa1972* deletion in SA008.1.07 or CGA009	RPA1972-US_fwd	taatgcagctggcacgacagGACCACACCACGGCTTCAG	Upstream of *rpa41972*
	RPA1972-US_rev	agtcccgatcCCAACACAAATCCTGCGC	Upstream of *rpa1972*
	RPA1972-DS_fwd	tttgtgttggGATCGGGACTTGCGGGAG	Downstream of *rpa1972*
	RPA1972-DS_rev	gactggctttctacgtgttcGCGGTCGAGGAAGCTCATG	Downstream of *rpa1972*

a Lowercase nucleotides represent sequences overlapping with either the pK18mobsacB plasmid or an upstream/downstream fragment of R. palustris.

### Data availability.

The accession number for the RNA-seq data in the Gene Expression Omnibus (GEO) database is GSE135630. The NCBI accession numbers for sequences are PRJNA520130 to PRJNA520144, PRJNA537839, and PRJNA537840.

## Supplementary Material

Supplemental file 1

Supplemental file 2

# Supplementary material for: Anaerobic Degradation of Syringic Acid by an Adapted Strain of Rhodopseudomonas palustris
**Source:** Appl Environ Microbiol. 2020 Jan 21;86(3):e01888-19. doi: 10.1128/AEM.01888-19
**Supplement:** Supplemental file 1

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19

- 1
- 2
- 3
- 4
- 5
- 6
- 7
- 8
- 9
- 10
- 11
- 12
- 13
- 14
- 15
- 16
- 17
- 18
- 19

SUPPLEMENTAL FIGURES

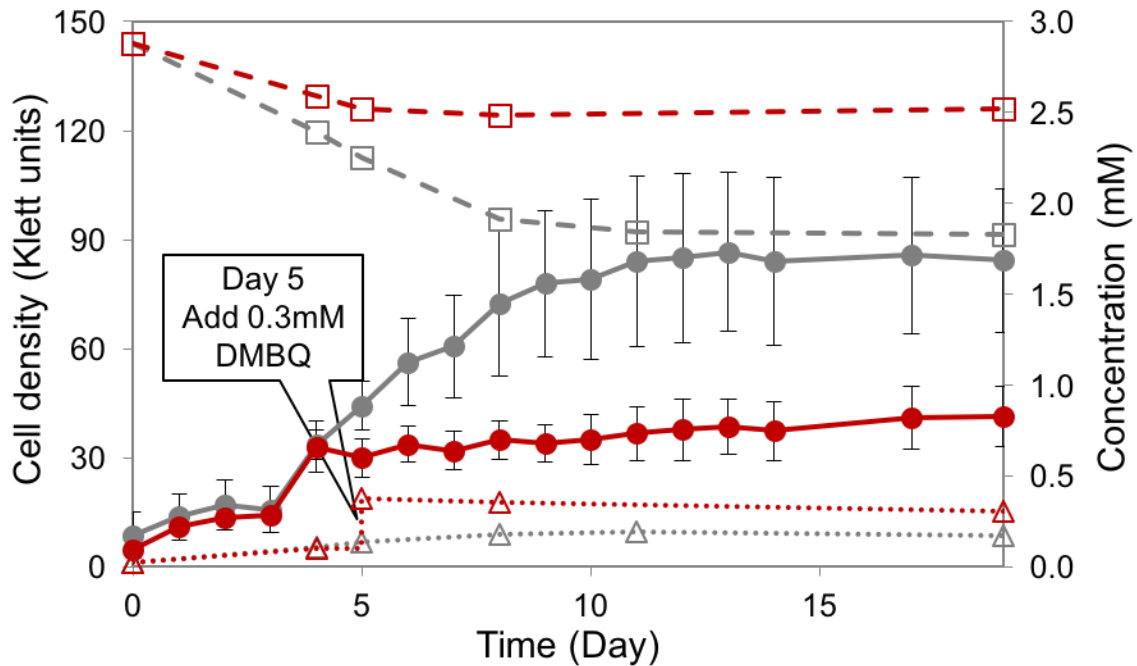

Figure S1. Effect of DMBQ addition on syringic acid degradation by *R. palustris* SA008.1.07. Solid lines show cell density (Klett units), dashes lines show syringic acid concentration, dotted lines show DMBQ concentration. Red lines indicate results for the DMBQ-containing culture and grey lines show results for a control culture not receiving DMBQ. DMBQ (0.3 mM) was added to the culture on Day 5. For this experiment, DMBQ was dissolved in DMSO, and the control culture was provided with DMSO only. Error bars represent standard deviation of experiments performed in triplicate.

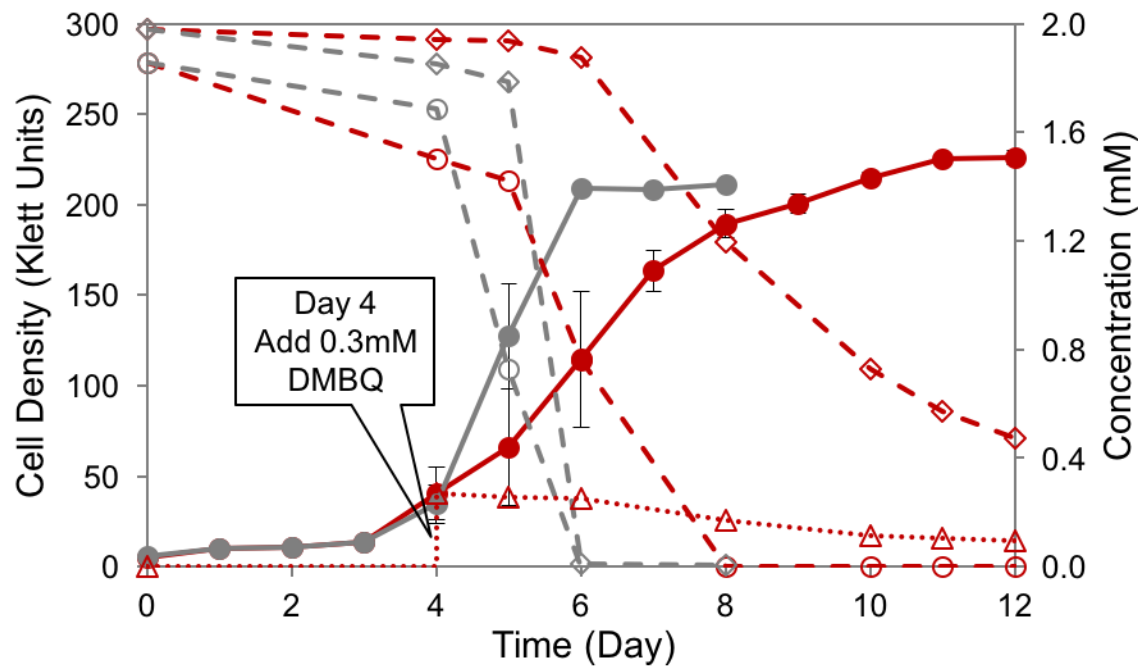

Figure S2. Effect of DMBQ addition on *R. palustris* SA008.1.07 growing on an equimolar amount of benzoic acid and 4-HBA (Initial concentration was 2 mM for each aromatic substrate). Solid lines are showing growth in Klett units (●), dashes tracking concentrations of benzoic acid (○), 4-HBA (◇), and dotted lines tracking DMBQ concentration (Δ). Red lines indicate results for the DMBQ-containing culture. DMBQ (0.3 mM) was added to the culture on Day 4. For this experiment, DMBQ was dissolved in DMSO. Parallel control cultures (in grey) received DMSO without DMBQ.

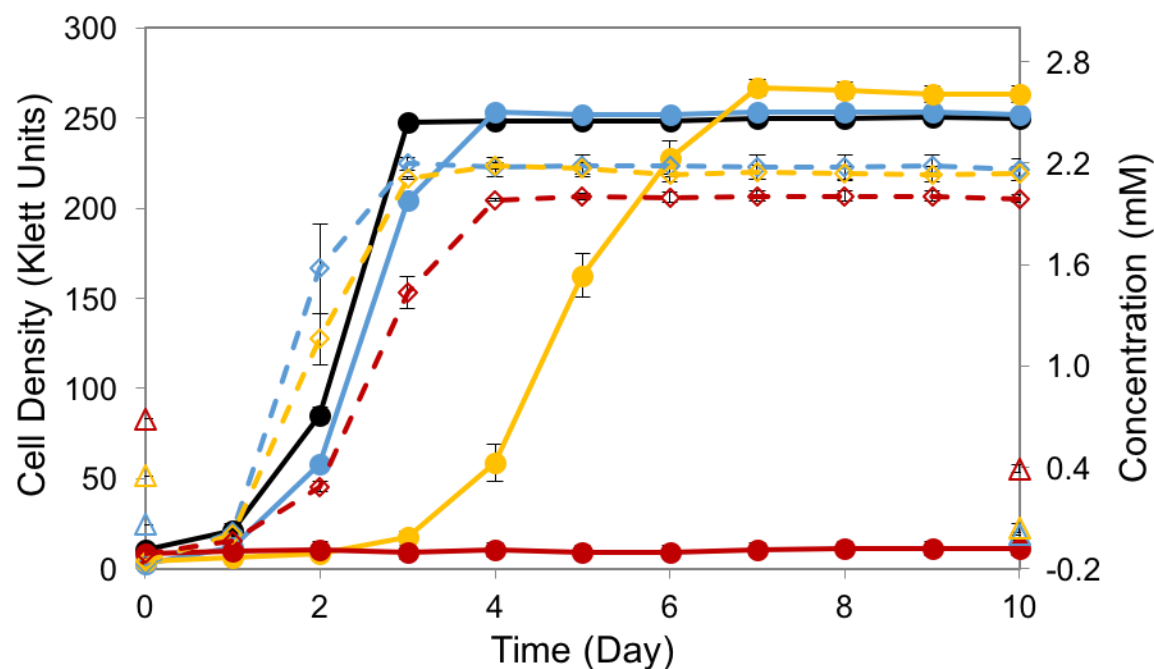

Figure S3. Effect of DMBQ on SA008.1.07 cultures grown on succinate. Solid lines show cell density of cultures received 10 mM succinate and various starting concentrations of DMBQ (black 0 mM, blue 0.06 mM, yellow 0.3 mM, red 0.6 mM). For these experiments, DMBQ was dissolved in DMSO. Dashed lines are showing growth of control cultures received corresponding amount of DMSO without DMBQ. Triangles (Δ) denote concentrations of DMBQ at the beginning and end of the experiment.

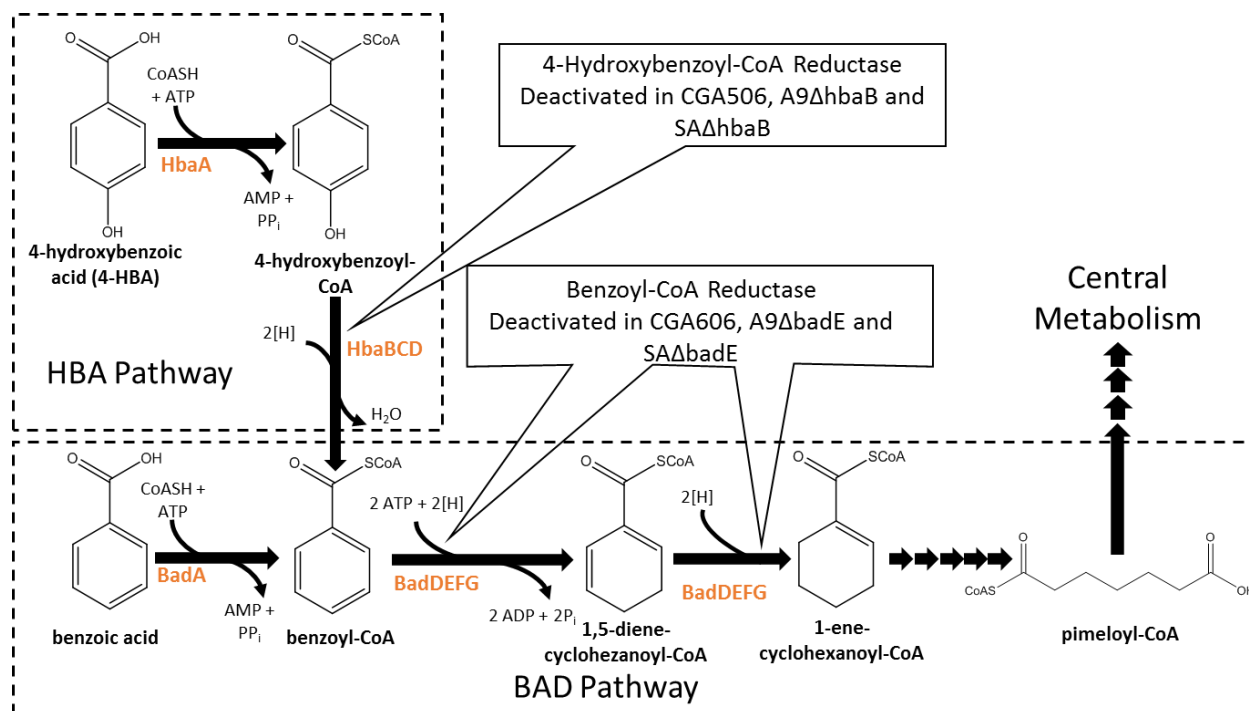

Figure S4. 4-Hydroxybenzoic acid (HBA) and benzoic acid degradation (BAD) pathways. These are the only previously established routes for anaerobic degradation of aromatic acids by *R. palustris*. HbaBCD and BadDEFG are oxygen sensitive enzymes.

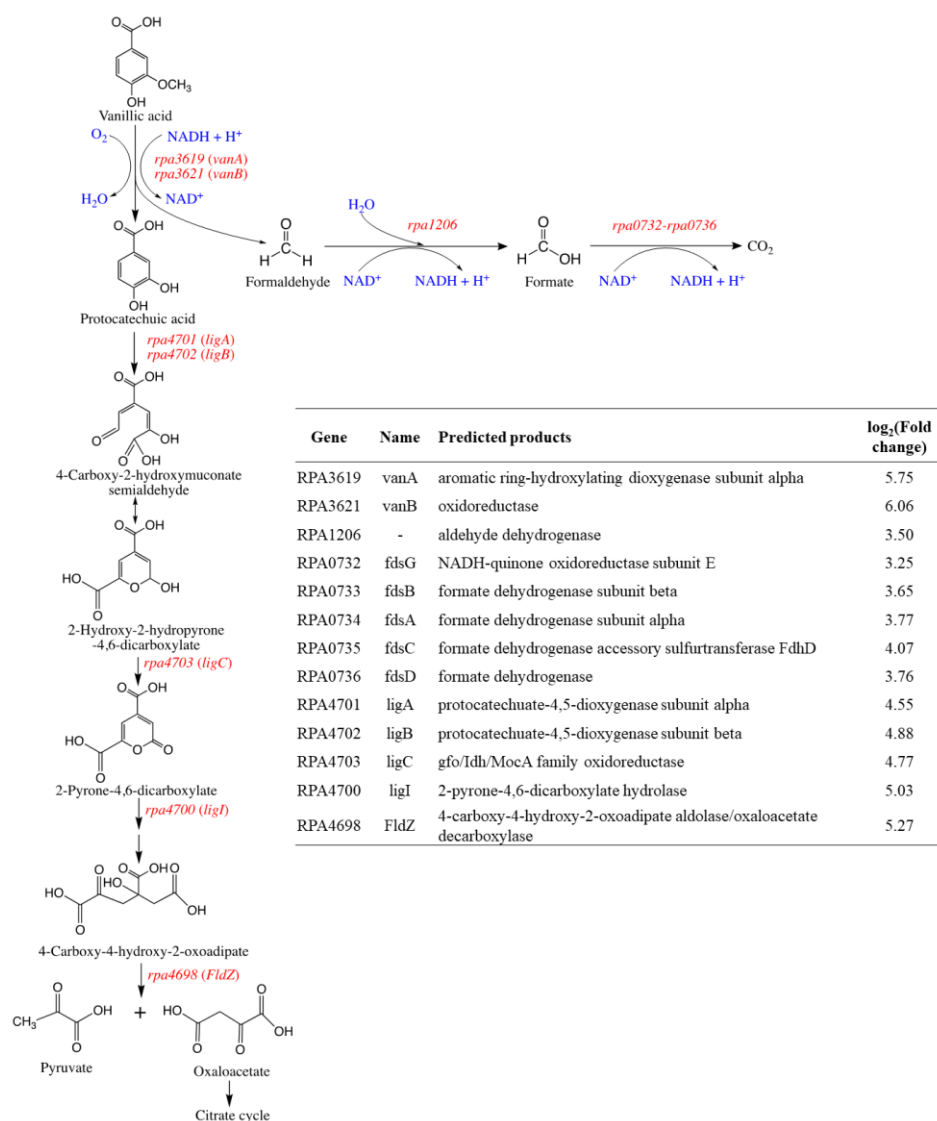

58

59 **Figure S5.** Global gene expression analyses during aerobic degradation of vanillic acid by
60 of *R. palustris* SA008.1.07 results in overexpression of *vanAB* and other genes consistent
61 with a hypothetical degradation pathway involving O-demethylation of vanillic acid
62 (presumably by VanAB) with production of formaldehyde and protocatechuic acid.
63 Log₂ (Fold change) represents the ratio of gene expression when growing on vanillic acid
64 compared to succinic acid (See supplementary data set, Table S3).

65

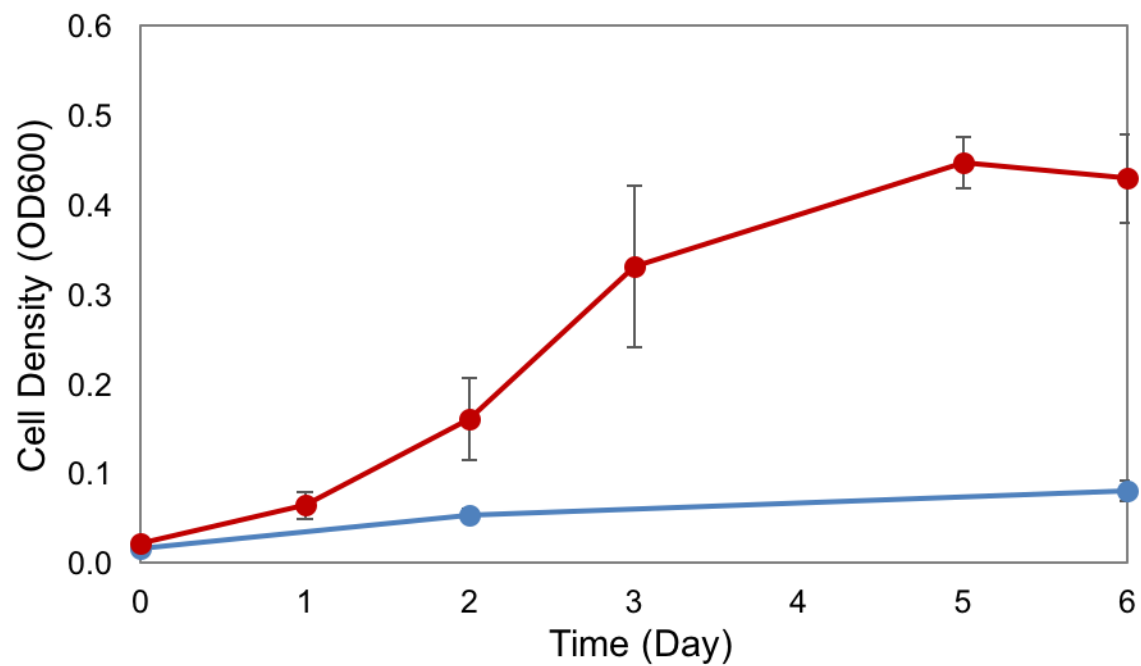

66

67 **Figure S6.** Aerobic growth of SA008.1.07 in 3 mM syringic acid (blue line) or vanillic acid (red
68 line). At the end of experiment, syringic acid was not consumed, while vanillic acid was
69 completely consumed.

70

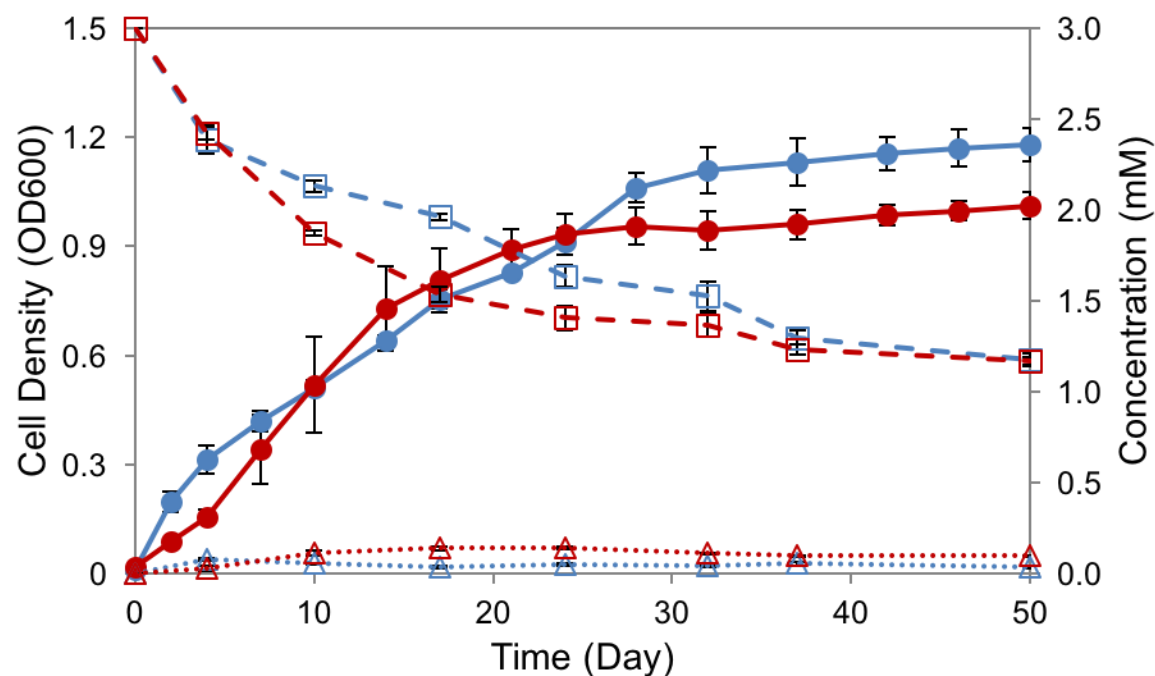

Figure S7. Cultures of SA008.1.07 in 3 mM syringic acid, grown on degassed (blue) and non-degassed (red) serum bottles. Solid lines are showing cell density in OD600 (●), dashes tracking concentrations of syringic acid (□), and dotted lines tracking DMBQ concentration (Δ).

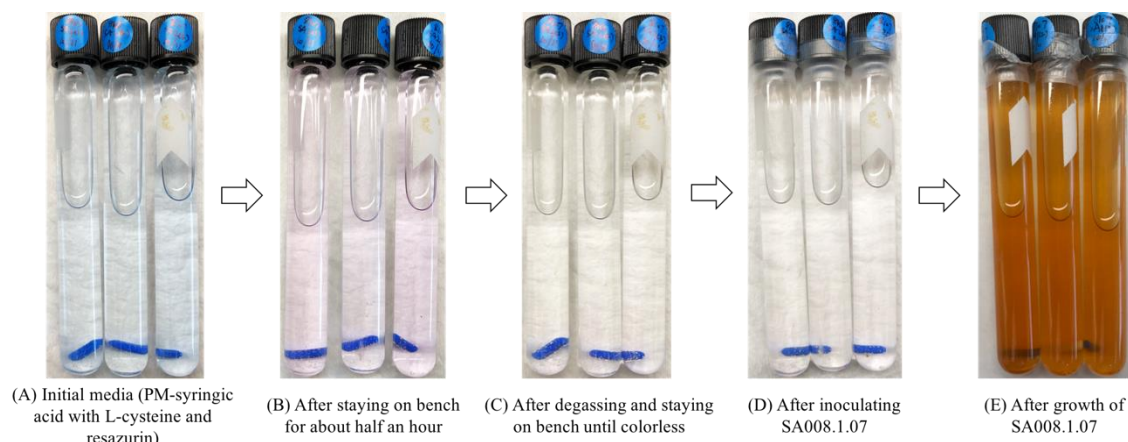

Figure S8. Anaerobic syringic acid degradation experiment using 1 mM L-cysteine as reducing agent and 1.5 μ M resazurin as oxygen indicator. PM-syringic acid media (3 mM syringic acid), with L-cysteine and resazurin, was added to culture tubes and the tubes were sealed with rubber stoppers and screw caps. (A) The color of the media was initially light blue. (B) The media turned pink after about 30 min, indicating consumption of oxygen by L-cysteine. While the resazurin indicator was pink, the media was degassed by repeatedly applying vacuum and flushing the media with argon gas. (C) The resazurin indicator turned colorless after degassing and leaving the tubes on bench for about 3 hours; this indicated complete removal of oxygen from the media. (D) *R. palustris* SA008.1.07 was inoculated with a syringe, preventing any input of oxygen into the tubes. This was verified by the media remaining colorless after inoculation. (E) Cultures were incubated at 30 °C in front of the light. In this experimental setting, SA008.1.07 grew on syringic acid and the media acquired the typical color that is indicative of DMBQ accumulation. During this experiment, 1.3 mM of syringic acid was removed and 0.03 mM of DMBQ accumulated.

92

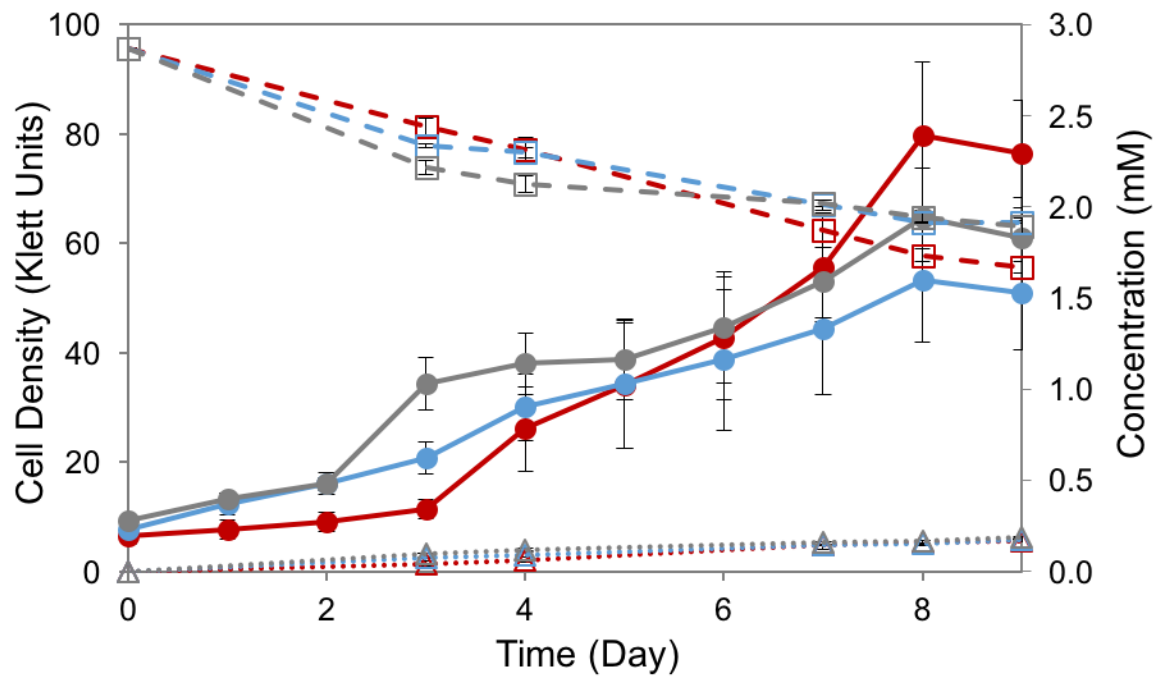

93

94

95

96

97

98

99

Figure S9. Cultures of *R. palustris* in 3 mM syringic acid. Growth and syringic acid consumption phenotype of SA008.1.07 (red) matches that of deletion strains SAΔ2160 (blue) and SAΔ4286 (grey). The genes that were deleted in these strains *rpa2160* and *rpa4286* do not appear to be necessary for growth of SA008.1.07 on syringic acid. Solid lines are showing growth in Klett units (●), dashes tracking concentrations of syringic acid (□), and dotted lines tracking DMBQ concentration (Δ).

100

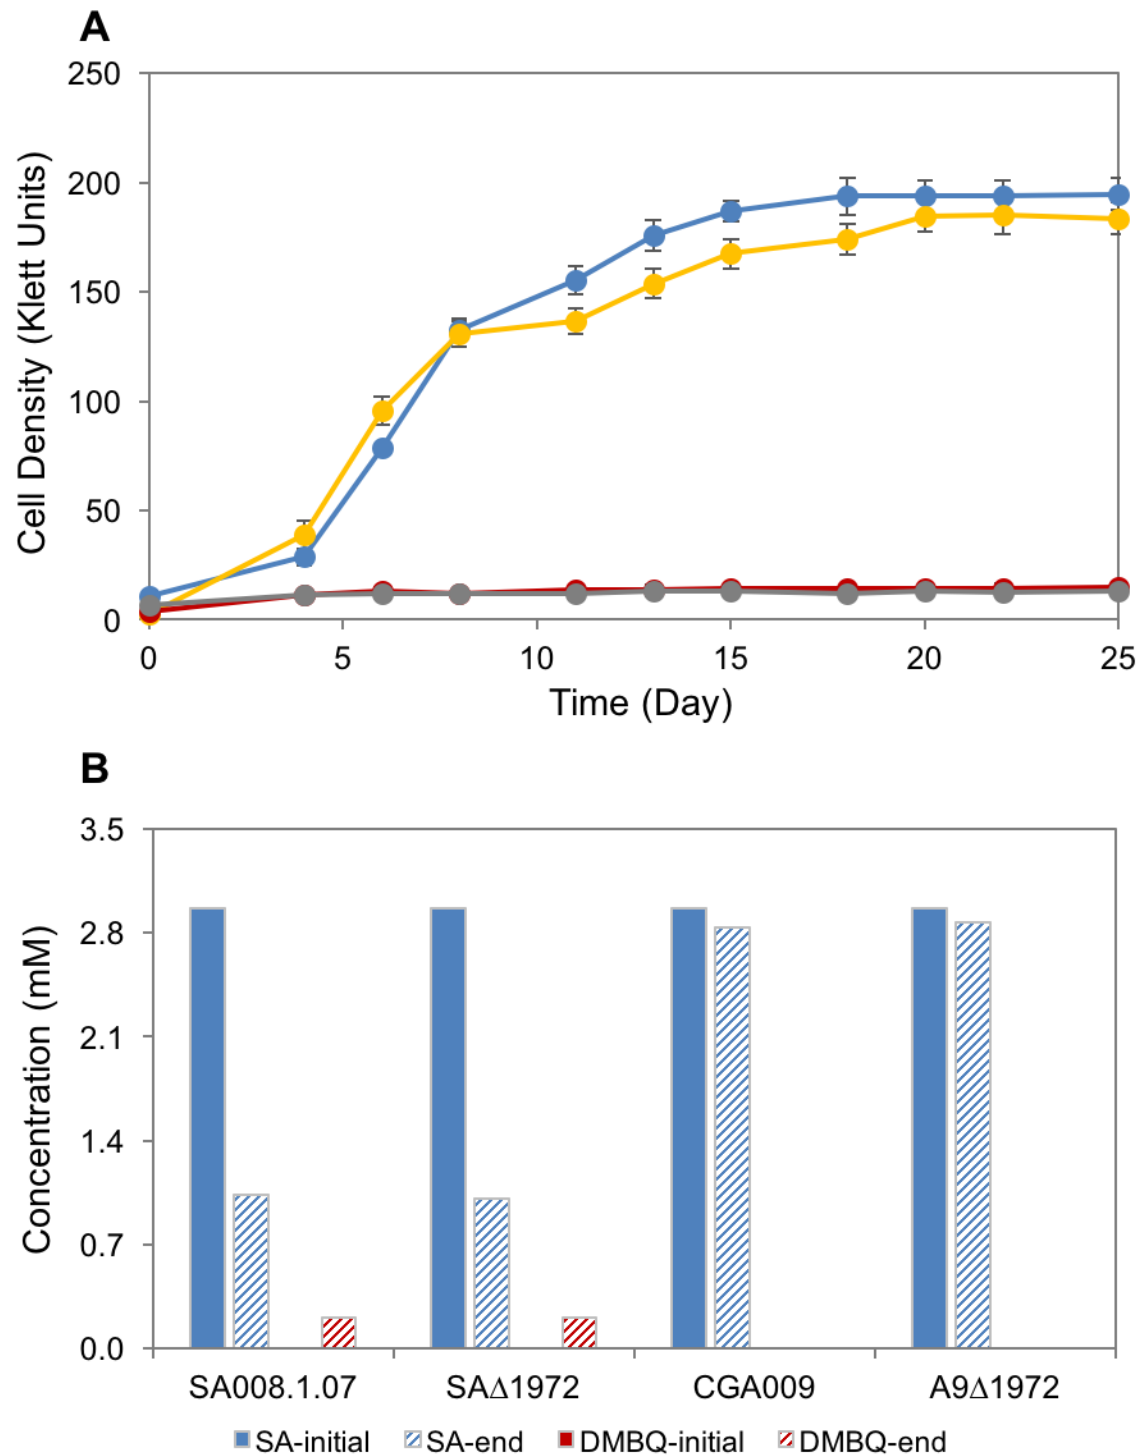

Figure S10. Cultures of *R. palustris* in 3 mM syringic acid. (A) Growth and syringic acid consumption phenotype of SA008.1.07 (blue) and CGA009 (red) matches that of deletion strains SA Δ 1972 (yellow) and A9 Δ 1972 (grey), respectively. (B) Concentration of syringic acid (SA, blue bars) and DMBQ (red bars) in the initial- and end-points of the cultures.

How the deposited data were processed for this re-analysis (not part of the article)

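The data are RNA sequencing libraries of *R. palustris* SA008.1.07 from 9 anaerobic photoheterotrophic cultures, 3 each on succinate, 4-HBA and syringic acid. The authors removed rRNA, made strand-specific libraries, trimmed reads with Trimmomatic 0.3, aligned them with Bowtie2 2.2.2 to strain CGA009 and counted them per gene with HTSeq 0.6.0. They tested for differences with DESeq2 1.22.2.

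The authors deposited a table with 4874 genes, a signal value per library, made by the authors from the reads counted per gene and scaled per library, and an FDR for 4-HBA against succinate and for syringic acid against succinate. The values are headed RPKM. In each library 100% of them were whole multiples of 1 step within 0.1 of that step, so they are read counts divided by a factor per library, close to the size factors of DESeq2, and not divided by gene length. Levels of different genes are therefore not corrected for length, which bears on the ratio of gene groups. Dividing by the step gave reads back for the tests that need counts. The deposited FDR values have 2 decimals and were compared with recomputed ones but not used in any test. The deposited FDR of 4-HBA against succinate ranked genes like a new DESeq2 test (rank correlation across genes 0.928), and that of syringic acid against succinate did not (−0.125). Genes are not independent replicates in such correlations. In the deposited 4-HBA column 399 genes were under 0.05, and 396 of these were also under 0.05 in the new DESeq2 test. That test had 2164 genes under 0.05, so the ranks were alike but the number of calls was not. The cause of this gap was not tested. In the table, 46 gene names stand for 100 loci with identical values in every library, so that such loci, *groL* and *gltA* among them, cannot be separated.

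Depth was 4573766 to 5081989 reads assigned to genes on succinate, 6935081 to 8003268 on 4-HBA and 5466331 to 7074300 on syringic acid, with shared gene names counted once. Rank correlations across genes between replicates were 0.982 to 0.986 on 4-HBA. Syringic acid replicate 1 reached 0.889 and 0.869 with the other syringic acid libraries, which reached 0.945 with each other. Succinate replicate 1 reached 0.9 and 0.899, and the other succinate libraries 0.974.

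For each pair of carbon sources, genes with a mean of at least 10 normalized units were tested with limma 3.58.1 (trend, two-sided) on log2 of the value plus 1, in R 4.3.3, and called at a Benjamini-Hochberg adjusted p under 0.05. Replicate numbers were not used as a block, since nothing says that they mark a shared day. Succinate libraries came from another sequencing center than the others, and no model can separate this from the carbon source. On simulated data with the spread of these libraries, limma recovered 84% of genes changed 4-fold for 4-HBA against succinate, 50% for syringic acid against succinate and 74% for syringic acid against 4-HBA, and 98%, 92% and 94% of genes changed 8-fold. At 2-fold it recovered 8%, 0% and 14%. The shares of false calls were 9.3%, 2.7% and 4.2%. The simulation changed 50 genes at each fold of 1.5, 2, 4 and 8, fewer in all than the real comparisons called. The adjusted threshold depends on that number, so these shares need not hold for the real data. A simulated list of genes changed 2-fold was recovered by camera in each comparison and an unchanged one was not. These genes were simulated as independent, whereas real lists had estimated correlations up to 0.928 (*pim* genes, 4-HBA against succinate). The simulation therefore says nothing on camera calls for correlated lists.

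Before the deposited file was opened, 27 gene lists were fixed: the BAD pathway, HBA pathway, *pim* genes, *vanARB* operon, Table 3 genes, the aerobic and anaerobic genes of Table S4, the protocatechuate 4,5-cleavage cluster, the formate dehydrogenase cluster, the genes of Table S3, the genes mutated in adapted strains (for RPA0746, upstream of the gene), chaperones, ribosomal proteins, flagellar and chemotaxis genes, nitrogenase, curli, Calvin cycle, efflux transporters, oxidative and thiol stress defence, quinone reductases, ferritin-like proteins, ATP synthase, TCA cycle, glyoxylate shunt, C4-dicarboxylate and TRAP transporters, hydrogenase genes and L,D-transpeptidases. For each list, members past the threshold were counted over all genes and over the list alone, and lists of 5 or more genes were tested with camera at a preset correlation of 0.01, adjusted over 24 lists. With an estimated correlation, camera called 0 lists in each comparison. This held even for the BAD and HBA lists on 4-HBA against succinate, in which every gene rose. Adjusted p values with an estimated correlation are given but cannot decide for or against a list. Genes named in the text are the 10 largest rises and the 10 largest falls per comparison among called genes whose groups did not overlap, every gene of Tables 2, 3 and 5 and of the RNA-seq text, and up to 4 members of each list with the largest change. The values of Tables 2, 3, S3 and S4 and of the part of Table S1 at hand had been seen before this rule and the lists were written, so only the deposited file was unseen.

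The ratio of anaerobic to aerobic genes was the mean over the 41 anaerobic genes of Table S4 divided by the mean over the 11 aerobic genes, per library, with a permutation test over genes of the averages of 9 libraries. On simulated values this test told a planted ratio from none. The simulated genes were independent and more even than the real ones, where RPA1525 and RPA1526 made up 34.6% and 13.7% of the anaerobic sum. The simulation therefore does not show that the test can find such a ratio in the real lists. Alternatives were another pseudocount, another filter, all 9 libraries in a single fit, TMM factors, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, a replicate block, and each library left out. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used for the other steps. No annotation of strain CGA009 was at hand, so gene lengths, coordinates and GC content were not used.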

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

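The limit of a log2 fold change above 3, used to pick the genes below from the named genes, was chosen after the values were seen. Each is a change between these carbon sources that the text and Tables 2, 3 and 5 of the paper do not report, although Table S1 lists all transcripts, higher in all 3 cultures on an aromatic acid than in all 3 on succinate, and each comparison with succinate also carries the change of sequencing center.

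On 4-HBA, RPA1009, annotated as a cytochrome P450, had 106000 ± 12440 normalized units (SD, n = 3) against 1011 ± 404.6 on succinate, a log2 fold change of 6.78 (adjusted p = 8.31e-06 from limma). Also on 4-HBA, the curlin gene RPA1082, the curli assembly gene RPA3332 and RPA2635, annotated as a nitrogenase iron protein, had log2 fold changes of 3.67, 3.16 and 3.13.

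On syringic acid, RPA1082 had 29860 ± 9904 units against 1499 ± 650.4 on succinate, a log2 fold change of 4.37 (adjusted p = 0.00032). Its rises on 4-HBA and on syringic acid are both against the same succinate libraries and carry the change of sequencing center. RPA3568, annotated as a photosystem reaction center subunit H and counted by the paper among the anaerobic genes, had a log2 fold change of 3.67 against succinate, and of 5.22 against 4-HBA (adjusted p = 5.73e-06), where both groups came from the same center. The ferritin-like gene RPA3726 rose by 3.62 against succinate and 3.50 against 4-HBA. RPA1559, the large chain of ribulose bisphosphate carboxylase, rose by 3.03 and 1.76. With both syringic acid replicate 1 and succinate replicate 2 left out, its adjusted p against succinate was 0.105.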

How the results depend on the processing

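The settings that leave out 2 libraries together, that count loci sharing a gene name once, that drop RPA0015 and RPA1554 from the ratio, and the unequal-variance t test were chosen after the results were seen. Each setting was compared with the main fit, and no result past the threshold in either of the 2 changed direction between them. Without a call in either, 3 of 119 results for single genes and 19 of 72 for lists took the other sign under some setting, such as the BAD list on syringic acid against succinate (0.60 to −0.13 without both syringic acid replicate 1 and succinate replicate 1), the protocatechuate cluster (−1.04 to 0.11 without succinate replicate 1) and *badE* (0.07 to −1.28 without both). The BAD list and the protocatechuate cluster did pass under other settings, with the sign of the main fit (camera adjusted p down to 0.00412 and 0.0138). The balance of higher and lower genes turned with edgeR (TMM) and DESeq2 in both comparisons with 4-HBA, to 920 and 975 with edgeR for 4-HBA against succinate and 1093 and 977 for syringic acid against 4-HBA, and with all 9 libraries in 1 fit for syringic acid against succinate. The 24 BAD and HBA calls in both comparisons with 4-HBA, the 3 *vanARB* calls and the Table 3 counts stayed within their limits under every setting.

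For 4-HBA against succinate, leaving out 1 library gave 1112 to 2339 changed genes (647 to 1332 higher, 465 to 1007 lower). The count was lowest without 4-HBA replicate 1, with 1208 without replicate 2 and 1250 without replicate 3, and highest without succinate replicate 1. For syringic acid against succinate, with 690 changed genes, leaving out 1 library gave 318 to 856 (207 to 445 higher, 111 to 411 lower). The count was 364 without succinate replicate 2, 343 without succinate replicate 3 and 318 without syringic acid replicate 2. It was 1194 with all 9 libraries in 1 fit (556 higher, 638 lower) and 450 with a replicate block (185 lower). Without both syringic acid replicate 1 and succinate replicate 1 it was 1301 (662 higher, 639 lower), and without both syringic acid replicate 1 and succinate replicate 2 it was 229 (162 higher, 67 lower). The 5 BAD and HBA genes higher on syringic acid became 2 with the block, 3 to 5 with 1 library left out, and 3 and 1 in the latter 2 settings; *hbaA* was called under each of the 19 settings. Camera lists called became 0 in each comparison with an estimated correlation, which also dropped lists in which every gene had passed the test. Fewer libraries give a test with less power, and the cause of the other changes was not tested.

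The ratio of 32.8 became 11.0 with the median over genes, 15.4 with the geometric mean and 17.6 without the light-harvesting genes, which hold much of the mean. Its p of 0.16 became 4e-05 with the geometric mean, 0.0301 without these genes and 0.0127 with the unequal-variance t test. Dividing by gene length was not run, as no annotation gave lengths. Scaling moved the median log2 fold change of all genes by 0.108 (edgeR with TMM) for syringic acid against succinate and by 0.145 against 4-HBA.

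Over the genes named singly, 2026 of 2117 values kept their side of the threshold. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split alone, 1 of 10, called 1823, 690 and 1994 genes in the 3 comparisons, and the highest of the others called 0. Of simulated 2-fold changes for syringic acid against succinate, limma and edgeR recovered 0% and DESeq2 8%. In the same simulation, 2.7% of the calls of limma, 1.3% of those of edgeR and 17.1% of those of DESeq2 were false. It changed fewer genes than the real comparison called, so these shares need not carry over.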

Differences from the paper's values

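The unequal-variance t test named here, and among the 19 settings those that leave out 2 libraries or count loci sharing a gene name once, were chosen after the values were seen; the other tests were set before the deposited file was opened, with the paper's tables already read. For the difference between anaerobic and aerobic genes, Table S4 of the paper gives p = 0.0127 from a t test, and the permutation test over genes gave p = 0.16. Among the alternatives set by then, none came within 1.5 times of the paper's value: the median over genes gave 0.0831, the geometric mean 4e-05, leaving out the light-harvesting genes 0.0301, the genes of the ranges in the text 0.123, and leaving out single libraries 0.153 to 0.167. An unequal-variance t test over the same gene means, chosen after seeing the values, gave 0.0127. The ratio of the averages, 32.2, fell within the paper's value of about 32 on the same scale.

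The log2 fold changes of Tables 2 and 3 are ratios of mean values. On that scale, for 4-HBA against succinate 27 of the 29 values of Table 2 matched within 0.02, the largest difference being 0.09 for *pimD* (RPA3713), and all other values of both tables matched within 0.02.

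Where the tables mark significance, calls differed for some genes. For syringic acid against succinate, Table 2 marks *badI*, *badE* (RPA0658) and *hbaR* (RPA0673). Of these *badI* was called here, and *badE* and *hbaR* were not, with adjusted p = 0.961 and 0.717, nor under any of 19 settings. *hbaA*, *hbaB*, *hbaC* and *badH* were called here and are not marked there. All 14 genes that Table 3 marks for syringic acid were called, and so were 9 it does not mark. What these marks rest on is not clear, since 2 of the 14 are under 0.05 in the deposited FDR column, which the marks of Table 2 follow. For 4-HBA against succinate, Table 3 marks 9 genes, of which 4 were called here, as were 4 that it does not mark. The other 5 marked genes were RPA0005, RPA4222, RPA3943, RPA0214 and RPA2895. Of these, RPA0005, RPA4222 and RPA2895 were called without succinate replicate 1 and RPA0214 without succinate replicate 2. All 29 genes marked in Table 2 for 4-HBA were called.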

Other observations

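All tests of explanations below were chosen after the results were seen, and so were the genes named as such. The counts of the gene lists were planned, after Table 3 had been read. Members of Table 3 stand on the ferritin-like (RPA3308, RPA3943), chaperone (RPA2895), curli (RPA3329) and L,D-transpeptidase (RPA3565, RPA4220) lists. The quinone reductase (RPA0909) and glyoxylate shunt (RPA4394) lists also hold such genes. The study chose Table 3 on these samples, so these counts are not independent of that choice. Camera with an estimated correlation called 0 lists in each comparison, so its adjusted p values below cannot decide for or against a list.

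Against 4-HBA, with both groups from the same sequencing center, several lists of growth and energy genes had more members lower than higher on syringic acid. Of 55 ribosomal protein genes, 38 were lower and 1 higher (40 and 1 when adjusted over the list alone; camera adjusted p = 3.68e-11, and 0.193 as the adjusted p with an estimated correlation). The gene of ribosomal protein S14, RPA3237, had 501.5 ± 74.5 normalized units (SD, n = 3) on syringic acid and 4783 ± 1198 on 4-HBA, a log2 fold change of −3.23 (adjusted p = 2.61e-05 from limma). Of 11 ATP synthase genes, 9 were lower (10 over the list alone; adjusted p = 0.398 with an estimated correlation), with subunit C (RPA0845) at −3.00. Of 15 TCA cycle genes, 10 were lower and 1 higher (11 and 1 over the list alone; adjusted p = 0.435 with an estimated correlation). Citrate synthase (RPA2907), listed at −2.40, is counted among the lower. It shares its gene name and values with RPA0678, annotated as glutamate synthase, so this fall cannot be assigned to either enzyme. Of 76 flagellar and chemotaxis genes, 36 were lower and 4 higher (39 and 4 over the list alone; adjusted p = 0.525 with an estimated correlation), with the chemotaxis receptor RPA4307 at −3.22. Against succinate, 16 of the 55 ribosomal protein genes were lower on syringic acid (21 over the list alone; adjusted p = 0.88 with an estimated correlation). On the other lists few genes passed against succinate, with 1 of 11 ATP synthase genes lower (3 over the list alone; camera adjusted p = 0.0123, 0.977 with an estimated correlation, 0.0577 without syringic acid replicate 1 and 0.0602 without succinate replicate 3), 1 of 15 TCA cycle genes higher (0 over the list alone), and 4 of 76 flagellar and chemotaxis genes higher and 3 lower (4 and 3 over the list alone).

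On other lists more members were higher than lower. Of 25 chaperone genes, 10 were higher on syringic acid than on 4-HBA and 3 lower (10 and 3 over the list alone; camera adjusted p = 0.0414, and 0.422 with an estimated correlation), and 12 did not pass. That camera call was lost without syringic acid replicate 1 (0.0613), without 4-HBA replicate 3 (0.0776) and with a replicate block (0.0588). All 4 ferritin-like genes were higher (4 over the list alone), too few for a test of the set, and RPA3308 and RPA3943 among them come from Table 3. Of 47 efflux transporter genes, 15 were higher and 4 lower (15 and 4 over the list alone; camera adjusted p = 0.0982, and 0.579 with an estimated correlation), and 28 did not pass, with the adaptor subunit RPA4415 at 4.41. The formate dehydrogenase cluster, which also holds a transporter gene (RPA0737), had 5 of 6 genes higher (5 over the list alone; adjusted p = 0.398 with an estimated correlation), the alpha subunit RPA0734 at 1.72. Of 38 genes of oxidative and thiol stress defence, 10 were higher and 5 lower (the same over the list alone). On the other lists, higher and lower counts were 5 and 5 of 20 hydrogenase genes, 3 and 4 of 11 L,D-transpeptidases (3 and 5 over the list alone), whose median and mean have opposite signs, 1 and 5 of 27 nitrogenase genes, 1 and 1 of 6 Calvin cycle genes, 25 and 19 of 80 genes of Table S3, and 1 and 4 of 9 quinone reductases (2 and 4 over the list alone), *badC* (RPA0656) among the lower. Of 7 curli genes 2 were higher, and of 8 genes of the protocatechuate 4,5-cleavage cluster 1 was higher. Of 22 C4-dicarboxylate and TRAP transporters 6 were lower, although the median of that list was above 0, and of 7 genes on the glyoxylate shunt list 3 were lower, namely isocitrate lyase (RPA4394), malate synthase (RPA4216) and RPA2000, a citramalate synthase. Against succinate, the formate dehydrogenase cluster had 1 gene higher and 1 lower on syringic acid (median 0.06). It had 1 higher and 3 lower on 4-HBA (1 and 4 over the list alone, median −1.48). Of the efflux transporter genes, 1 was higher and 2 lower on syringic acid than on succinate, none by more than 1.54. On 4-HBA 4 were higher and 10 lower than on succinate. The rises of both lists against 4-HBA are therefore not rises over succinate. Where nothing else is said, the counts of this paragraph were the same over the list alone.

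On 4-HBA against succinate, 22 of 55 ribosomal protein genes were higher, 3 lower and 30 not called (26 higher and 3 lower over the list alone), and 31 of 75 flagellar and chemotaxis genes were higher, 3 lower and 41 not called (32 and 3 over the list alone). Of 11 ATP synthase genes, 8 were higher and 1 lower, and of 15 TCA cycle genes 11 were higher and 2 lower (the same over each list alone). With an estimated correlation, camera gave these lists adjusted p = 0.665, 0.66, 0.618 and 0.504. All 7 curli genes were higher on 4-HBA (7 over the list alone). On syringic acid against succinate, 6 of 7 curli genes (7 over the list alone) and 3 of 4 ferritin-like genes (4 over the list alone) were higher. With an estimated correlation, the adjusted p of camera was 0.618 for curli on 4-HBA and 0.601 on syringic acid.

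Other falls stood out against succinate on syringic acid. RPA3702, annotated as methionine synthase, had 417.2 ± 281.5 units against 6522 ± 943.1, a log2 fold change of −4.15 (adjusted p = 0.000317), and −2.29 against 4-HBA. WP_012496279.1, a DUF1127 domain protein, had a log2 fold change of −4.87 and RPA0676, annotated as 2,3-epoxybenzoyl-CoA dihydrolase, of −3.10. RPA0829, annotated as an organic hydroperoxide resistance protein, had −3.28 on syringic acid and −4.01 on 4-HBA. On 4-HBA, RPA4447 was listed at 0 in all 3 libraries.

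The list of genes mutated in adapted strains holds RPA0746, a cytochrome *c*, for which the paper places the mutation upstream of the gene. RPA0746 was higher on syringic acid than on succinate, at a log2 fold change of 2.36 (standard error 0.44, adjusted p = 0.00633), and the other 3 of the list did not pass the test. It was also higher on 4-HBA than on succinate (1.09, adjusted p = 0.0156, and 0.0713 without 4-HBA replicate 3). Both comparisons use the same succinate libraries and carry the change of sequencing center. Against 4-HBA, RPA0746 was higher (1.27) and RPA1972, a histidine kinase, lower (−0.98), and both calls were lost without 4-HBA replicate 1 (adjusted p = 0.0842 and 0.067) or 2 (0.0904 and 0.101), and that of RPA1972 also without 4-HBA replicate 3 (0.0756) or syringic acid replicate 2 (0.063). The expression was measured in a single strain, so nothing here compares the mutated with the original sequences. On the fixed lists of stress genes, few members were higher on syringic acid than on succinate. Of 38 genes of oxidative and thiol stress defence, 5 were higher and 1 lower (5 and 1 over the list alone; camera adjusted p = 0.0755, 0.88 with an estimated correlation and 0.0336 without syringic acid replicate 1). Of 25 chaperone genes, 4 were higher and 21 not called (4 higher and 3 lower over the list alone; adjusted p = 0.126, 0.979 with an estimated correlation and 0.0462 without succinate replicate 3). Chosen singly after their values were seen, WP_042440862.1, annotated as a DNA starvation protection protein (4.82), the Ku protein gene RPA0386 (4.34), RPA0215, annotated as a general stress protein (3.92), and the sigma factor gene RPA4225 (3.25) were higher.

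Transcripts near the floor read higher in syringic acid replicate 1. Over the 347 genes with a mean under 20 units on 4-HBA, the median was 77.0 units there, 17.5 and 18.6 in the other syringic acid libraries, 23.4, 43.2 and 12.1 in the succinate libraries. Fewer reads do not account for it, since succinate replicate 3, with fewer reads, had 12.1, nor does growth on syringic acid, with 18.6 in replicate 3. Reads spread over all genes, such as from DNA left in the RNA, stay open, since 88.2% of these genes were higher in replicate 1 than in both other libraries, between the limits of 80% and 90% set for a verdict.

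The BAD and HBA genes also read higher in replicate 1 than in the other syringic acid libraries. Of the 24 genes, 11 exceeded the 95th percentile of the excess near the floor, 190 units, where 1.2 would by chance. The largest of the 347 excesses there, 467 units, was exceeded by 7. These counts argue against the raised floor of that library as the whole account. They cannot exclude it, since the values are not corrected for gene length and no lengths were at hand. The median excess of the 24 genes, 141 units, lay under 190 units, a comparison set aside after both outcomes were seen. Genes of 1 operon are not independent, and nothing here excludes the floor for the other 13 genes. Reads of the 4-HBA libraries stay open: 10 other genes abundant on 4-HBA had a median excess of 1.15% of their 4-HBA level, with a bootstrap interval of −1.5 to 6.67, against 2.28% for the pathway genes, although the most abundant of the 10, RPA1009 and RPA2653, had −0.00516% and −2.89%, and *hbaE* (RPA0668) and *badA* (RPA0661) −2.09% and −0.609%. All 3 cultures grew on syringic acid, and no biological explanation was tested.

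The deposited FDR column for syringic acid against succinate ranked genes unlike the deposited values. No grouping of 2 or 3 libraries against 2 or 3 others gave a rank correlation across genes above 0.44. For all 46 gene names carried by several loci the column held 1 value, which rows shifted or shuffled in the final table would break up. A mix-up of genes before values were entered by gene name would keep 1 value per name and is not excluded by this. Of the 592 tested genes under 0.05 in the column, 101 were called by DESeq2 here. No biological explanation was tested, and the origin of the column was not found.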
